# Chemically Induced Senescence Prompts Functional Changes in Human Microglia-Like Cells

**DOI:** 10.1155/jimr/3214633

**Published:** 2025-02-24

**Authors:** S. Armanville, C. Tocco, Z. Haj Mohamad, D. Clarke, R. Robitaille, J. Drouin-Ouellet

**Keywords:** aging, cell senescence, human microglia, neurodegeneration, neuroinflammation

## Abstract

In response to various stressors, cells can enter a state called cellular senescence which is characterized by irreversible cell cycle arrest and a senescence-associated secretory phenotype (SASP). The progressive accumulation of senescent glial cells in the central nervous system (CNS) with aging suggests a potential role for senescence as driver of aging and inflammation in the brain. As the main immune cell population residing in the CNS, microglia are thought to play a pivotal role in the progression of age-associated neuroinflammation. Furthermore, due to their slow turnover, microglia are highly susceptible to undergoing cellular senescence. However, current understanding of age-related changes in microglia and their impact on brain aging is limited. Due to the challenge in accessing human primary microglia and the lack of models to adequately recapitulate aging, this knowledge is predominantly limited to rodent studies. Here, we chemically induced senescence in a human immortalized microglia cell line with a cocktail of senescence-inducing molecules. We demonstrate that chemically induced senescent microglia adopt a proinflammatory phenotype, have reduced phagocytic activity, and impaired calcium activity. Our results show that chemically induced senescence can mimic features of cellular aging and can provide insight into the impact of aging and cellular senescence on human microglia.

## 1. Introduction

A growing number of studies suggests that cellular senescence, primarily characterized by permanent cell cycle arrest, is involved in cellular aging. In healthy individuals, senescent cells play a crucial role in wound healing, tissue repair, and tumor suppression [1]. However, progressive accumulation of senescent cells also correlates with the advancement of age [2], suggesting that this biological process could be a driver of aging. This hypothesis has prompted the development of genetic and pharmacological strategies to eliminate senescent cells in an effort to revert signs of aging in the surrounding environment [3]. For instance, the depletion of cells expressing the senescence marker p16^INK4a^ in the brain of older mice delays loss of cognitive function [4]. Unlike apoptotic cells, senescent cells maintain an active metabolic state, known as senescence-associated secretory phenotype (SASP). Cells in this state are characterized by gene expression modifications and secretion of proinflammatory cytokines that in turn activate the immune system and allow the clearance of senescent cells [5].

In the brain, accumulation of senescent cells during aging suggests their potential implication in neuroinflammation and the onset and progression of age-related neurodegenerative disorders. In a healthy brain, microglia are the resident immune cells and are essential for proper brain functioning and homeostasis [6]. However, microglia display a dystrophic morphology in postmortem brain samples from elderly donors [7–9]. Additionally, in vivo and in vitro studies show that aged mouse microglia have defective functionality, including reduced surveillance and phagocytic activity, increased production of reactive oxygen species (ROS) [10, 11], reduced response to insults [12], and slower migration to sites of infection and processes shrinkage [13]. Further, microglia in old mouse brains show a more sustained inflammatory response, which correlates with the highly proinflammatory microenvironment characteristic of the aging brain [11]. The release of neurotoxic factors, as well as reduced ability to phagocytize cell debris and toxic protein aggregates, create a potentially harmful environment for neurons [10, 14]. However, the causes of age-related microglial dysfunction are poorly understood. Recent studies on the aging mouse brain have reported the existence of p16^high^ microglia, suggesting senescence could play a role in age-related microglial dysfunction [15–17].

In humans, dystrophic microglia have been reported in postmortem brain tissues of patients affected by various neurodegenerative diseases. They have been detected near accumulation sites of the tau protein and beta-amyloid plaques in Alzheimer's disease (AD), near Lewy bodies in cases of dementia with Lewy bodies [18–20], and a state of intense microglial activation has been observed in mouse models of Parkinson's disease (PD) and human postmortem samples from PD patients [21, 22]. Thus, even though microglial activation is primarily a neuroprotective defense mechanism, its aberrantly sustained activation is suspected to contribute to neuroinflammation in age-related neurodegenerative disorders [23].

To date, only a handful of studies have been conducted on aged human microglia [9, 13, 24, 25]. This is likely due to the limited accessibility of these cells, and the lack of noninvasive imaging tools that would allow the study of living aged microglia at the molecular level [26]. Therefore, our current understanding of age-related phenotypic changes in microglia stems mainly from studies carried out in rodents, as well as in human postmortem brains which do not allow mechanistic studies. However, interspecies differences in lifespans, phenotypes, and age-related changes in microglial function may limit the translatability of rodent findings to human microglia and their contribution to brain aging and neurodegenerative diseases [13, 27, 28].

To dissect the impact of aging and cellular senescence on human microglia, we report a model in which cellular senescence can be induced in microglia-like cells via the exposure to three chemical compounds targeting different homeostatic pathways. SBI-0206965, a known inhibitor of the autophagy initiator kinase ULK1, leads to dysfunctional autophagosomes and affects the clearing of damaged mitochondria [29]. Additionally, it could lead to aggregation of oxidized proteins, carbonyls proteins and products of lipidic peroxidation and protein glycation found in lipofuscin granules, which are also observed in the cytoplasm of senescent cells [30, 31]. Next, the molecule O-151 is an inhibitor of the 8-oxoguanine DNA glycosylase, a key component of the major pathway implicated in the repair of oxidative DNA damage [32]. Previous evidence demonstrates that the efficiency of DNA repair systems declines with age which could explain the accumulation of age-associated DNA damage [33–35]. Finally, Lopinavir, an HIV protease 1 inhibitor, could impact cellular senescence through its role in disrupting Lamin A processing and leading to progeria-like features in treated cells [36].

Although several strategies to induce senescence in human cells are available, including replication exhaustion, the use of gamma radiation, treatment with genotoxic drugs, induction of oxidative stress, and epigenetics modifying agents [37], the use of chemical compounds presents some benefits. For instance, it is more time-efficient compared to other methods such as replicative stress-induced senescence [28], a crucial factor considering the slow turnover of microglia. Furthermore, the use of a combination of small molecules allows targeting several pathways relevant to the aging of microglial cells at once, including autophagy and DNA repair, as well as nuclear lamina integrity, whereas nonchemical methods such as replicative stress and irradiation tend to be restricted to targeting one aging process.

In this paper, we show that microglia exposed to the SLO cocktail exhibit classical markers of cellular senescence, adopt a proinflammatory phenotype, have reduced phagocytic activity, and impaired calcium activity, compared to nontreated cells.

## 2. Experimental Procedures

### 2.1. Cell Line and Culture

Immortalized human microglial HMC3 cells were cultured in eagle's minimum essential medium (EMEM) supplemented with 10% fetal bovine serum (FBS) and 100 U/mL of penicillin/streptomycin solution (P/S) at 37°C and in 5% CO_2_. When cells reached 80%–90% confluence, they were trypsinized by incubation with Trypsin-EDTA for 5 min, then collected in a fresh complete medium. After centrifuging the cell suspension at 400G for 5 min at room temperature (RT), the supernatant was discarded, and the remaining pellet resuspended in culture medium. Viable cell number was assessed using a Hausser Scientific Bright Line Counting Chamber and cells were seeded on plastic multi-well culture plates coated with Gelatin 0.1% for 1 h at 37°C. For all material and reagent catalog numbers, refer to Supporting Information 1: Table S1.

### 2.2. Chemical Induction of Senescence

The chemical compounds SBI-0206965, O-151, and Lopinavir [38] were prepared in dimethyl sulfoxide (DMSO) to obtain a stock concentration of 10 mM, 1 mM and 1 mM, respectively, and stored at −80°C. HMC3 cells were seeded at a density of 2630 cells/cm^2^ on 6-, 12-, or 24-well plates. After 24 h from seeding, cells were treated for 6 consecutive days with a cocktail of SBI-0206965 10 μM, Lopinavir 1 μM, O-151 1 μM or with an equivalent concentration of DMSO in standard HMC3 medium for the full dose treatment, and SBI-0206965 5 μM, Lopinavir 0.5 μM and O-151 0.5 μM for the half dose. On day 6, cells were detached by using trypsin (5 min at 37°C) and seeded at a density of 14,285 cells/cm^2^ in 12-well plates to assess phagocytic activity, 8500 cells/cm^2^ in eight-well, glass-bottomed microchambers for calcium imaging, 45,450 cells/cm^2^ in 48-well plates for inflammatory stimulation or 2725 cells/cm^2^ for immunostaining analyses.

### 2.3. RT-qPCR (Quantitative Polymerase Chain Reaction) and Bulk RNA-Seq

HMC3 cells were collected and centrifuged at 400G for 5 min at RT. The supernatant was discarded, and samples were kept at −80°C until further processing. RNA extraction was carried out following the RNeasy MicroKit protocol and RNA concentration was measured using a Nanodrop spectrophotometer. For RT-qPCR, cDNA was synthesized from the extracted RNA using the SuperScriptTM VILO Mastermix. ACTB and HPRT1 genes were used as housekeeping genes. The relative expression of genes of interest was determined by qPCR using PowerUp SYBR Green Master Mix. Data were quantified using the *ΔΔ*CT method. For a list of primers used in this study, refer to Supporting Information 1: Table S3. RNA-seq data from HMC3 cells treated with vehicle (VEH) control, SLO half dose (SLO 1/2), and SLO full dose (SLO 1) have been deposited at GEO and are publicly available (GSE275256). The dataset was processed and aligned by the IRIC genomic platform at the University of Montreal. Sequences were trimmed for sequencing adapters and low quality 3′ bases using Trimmomatic version 0.38 [39] and aligned to the reference human genome version GRCh38 using STAR version 2.7.1a [40]. The quality of the samples was assessed with MultiQC, a report is available as Supporting Information 2: File S1. Gene expressions were obtained as readcount directly from STAR to obtain normalized gene and transcript level expression. Differential analysis was performed using DESeq2 R package. Gene set enrichment analysis (GSEA) was performed using g:Profiler [41]. Further supporting information is available as supporting files, including raw reads and mapping statistics (Supporting Information 3: File S2), list of differentially expressed genes (Supporting Information 4: File S3) and GSEA enriched terms (Supporting Information 4: File S4).

### 2.4. *β*-Galactosidase (*β*-Gal) Activity

After fixation in 4% paraformaldehyde (PFA) for 15 min, *β*-Gal activity was assessed using the CellEvent Senescence Green Detection Kit, according to manufacturer's instructions. Briefly, HMC3 cells were incubated in a solution containing the *β*-Gal probe diluted 1:1000 in the provided buffer, for 3 h in the dark at 37°C. Fluorescent images of 1665px by 1665px were acquired with a Nikon AX/AX R with NSPARC confocal microscope equipped with a 20x lens (PLAN APO 20x DIC M/N2). Positive cells were detected using NIS-Elements analysis software based on *β*-Gal fluorescence intensity. The percentage of *β*-Gal positive cells was then calculated by dividing the number of *β*-Gal positive cells over the total number of cells, identified using 4′,6-diamidino-2-phenylindole (DAPI) nuclear labeling.

### 2.5. Tunel Assay

After fixing cells as previously mentioned, apoptosis was assessed using the Click-IT TUNEL Alexa Fluor Imaging Assay, according to the manufacturer's instructions. Briefly, cells were incubated with an enzyme that incorporates modified deoxyuridine triphosphate to 3′-OH ends of fragmented DNA and the fluorescent detection is based on a click reaction that allows to identify fragmented DNA, a hallmark of apoptosis. DNase I, provided in the kit, was used to induce strand breaks in the DNA and was used as a positive control for the TUNEL reaction.

### 2.6. Immunocytochemistry

After fixation as previously mentioned, cells were permeabilized and blocked in a solution containing 0.2% Triton-X-100 and 3% bovine serum albumin (BSA) in 0.1M PBS for 1 h. Primary antibodies (Supporting Information 1: Table S2) were diluted in permeabilization/blocking solution and applied overnight at 4°C. After PBS 1x rinsing, samples were incubated with fluorophore-conjugated secondary antibodies and DAPI (1:1000), previously diluted in permeabilization/blocking solution, for 2 h, at RT and protected from light. Then, samples were rinsed three times with PBS 1x prior to imaging. Fluorescent images of 1665px by 1665px and 356px by 356px were acquired with a Nikon AX/AX R with NSPARC confocal microscope equipped with a 20x lens (PLAN APO 20x DIC M/N2). The nuclear area, defined as the DAPI-stained region, was determined using the NIS-Elements analysis software (Nikon) and represented in px^2^. Number of *γ*H2AX foci per cell was measured as number of *γ*H2AX-positive spots detected within each DAPI-stained region. Number of cytoplasmic chromatin fragments (CCFs), determined by *γ*H2AX and H3K9me3 double-positive foci per cell, was automatically counted using NIS-Elements analysis software (Nikon). Briefly, the total number of cells was estimated as number of DAPI-stained nuclei; then, intensity thresholds were set for every staining for object segmentation and to discriminate between positive and negative objects. Finally, the number of CCFs was measured as number of *γ*H2AX/H3K9me3 double-positive spots detected within each phalloidin-stained region and excluded from the DAPI-stained region. For the quantification of the number of *β*-Gal^+^, pRPS6^+^, pHH3^−^ cells, the total number of cells was estimated as number of DAPI-stained nuclei; then, intensity thresholds were set for every staining for object segmentation and to discriminate between positive and negative objects. The number of single, double, and triple positive cells was calculated with the NIS built-in General Analysis tool.

### 2.7. Proinflammatory Stimulation and Cytokine Secretion Analysis

Twenty-four hours after plating, cells were stimulated with a solution of lipopolysaccharide (LPS; 100 ng/mL) and interferon-*γ* (IFN-*γ*; 10 ng/mL) in standard HMC3 medium for 6 h [42]. Then, culture medium was collected for ELISA, whereas adherent cells were either processed for RNA extraction and further analyzed by qPCR or fixed for ICC analysis. Poststimulation media were further supplemented with protease inhibitors, centrifuged at 300G for 5 min at 4°C to remove cellular debris, and processed as per manufacturer's instructions to assess secretion of cytokines interleukin 6 (IL-6) and 8 (IL-8), as well as tumor necrosis factor *α* (TNF*α*) and IL-1*β*. Absorbance was read at 450 nm using a SYNERGY H1 microplate reader, then corrected using the average absorbance values read at 540 and 570 nm.

### 2.8. Assessment of Phagocytotic Capacity by Flow Cytometry

Twenty-four hours after reseeding, HMC3 cells were incubated with 0.75 μm fluorescent carboxylate microspheres for 4 h in standard HMC3 medium. Forward scatter (FSC) and side scatter (SSC) were used to gate for live cells based on size and granularity. The viability of cells was determined using DRAQ7 exclusion. Phagocytic capacity was then determined using the CytoFLEX Flow Cytometer instrument and measured as percentage of YFP-positive cells. Cells not exposed to beads served as a control to determine the target population based on size. Analysis was performed with the CytExpert software.

### 2.9. Calcium Imaging

Twenty-four hours after reseeding, HMC3 cells were loaded for 1 h with the membrane-permeant Ca^2+^ probe Fluo-4 AM by replacing standard HMC3 medium with loading medium (1 μM Fluo-4 AM, 0.02% Pluronic acid and 1% DMSO, dissolved in standard HMC3 medium). Then, cells were rinsed twice in PBS 1x to remove any Fluo-4 AM residual and left to rest in standard medium condition for 20 min prior to recording. Recording was then carried out in PBS 1x with Ca^2+^ and Mg^2+^, without phenol red. Fluorescent images of 2048px by 2048px (1746 µm × 1746 µm) fields of view were acquired with a Nikon AX/AX R with NSPARC confocal microscope equipped with a 10x lens (PLAN APO *λ*D 10x OFN25 DIC N1). Three hundred sixty frames were recorded at 1 Hz. Specifically, the initial 120 frames before ATP administration were used to define baseline activity, whereas the following 240 frames recorded calcium dynamics elicited by 100 nM ATP administration. NIS-Elements software was used to segment single cells and extract signal intensity traces for each individual region of interest (ROI). Each ROI trace was normalized by subtracting background signal intensity values and by dividing by the relative average baseline signal intensity. Among all recorded cells (*N* = 433 and *N* = 83 for control VEH and SLO-treated conditions, respectively), only cells showing a fold change at maximum peak of at least 2 from baseline (*N* = 156; 36% and *N* = 58; 70% for control VEH and SLO-treated conditions, respectively) were included in the analyses. Extrapolation of 90%/10% decay time, peak time, peak amplitude, and area under the curve (AUC) measurements was performed with ClampFit 10.7 open-source software. For time-lapse of microglial calcium imaging, refer to Supporting Information 1: Videos S1 and S2.

### 2.10. Statistical Analyses

GraphPad Prism 10 software was used for statistical analysis. Shapiro–Wilk normality test was used to assess the normality of the distribution. When normality could not be assumed, a nonparametric test was performed. Groups were compared using either Bonferroni's one-way multiple comparison ANOVA, Kruskal–Wallis test with Dunn's multiple comparisons tests, or Bonferroni's two-way multiple comparison ANOVA. Unpaired Student's *t*-test was used in the case of a two-group comparison. An alpha level of 0.05 was defined for significance.

## 3. Results

### 3.1. Exposure to SLO Induces Dose-Dependent Transcriptomic Changes in Human Microglial-Like Cells

With the aim of generating a cellular model to study neurodegenerative disorders, a recent study identified a combination of three small molecules capable of inducing senescence in neurons differentiated from iPSCs [38]. These molecules include an autophagy inhibitor (SBI-0206965), a DNA glycosylase inhibitor (O-151) and a Lamin A biosynthesis blocker (Lopinavir). In the study, SLO-treated neurons presented age-related transcriptional alterations comparable to aged human brain tissues [38]. Here, we generated a model of aging in human microglia-like cells via the administration of SLO molecules to HMC3 cells, an immortalized human microglia cell line. To determine the minimum effective dose, cells were exposed for 6 consecutive days to either the full dose, as reported by Fathi et al. (SLO), or a half dose (SLO ½). Control cells were treated with equivalent concentrations of DMSO (VEH). 

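RNA was sequenced from 9 libraries of HMC3 cells, a human microglial line immortalized with SV40 large T antigen, 3 each of VEH, SLO ½ and SLO after 6 days. SLO combined 10 µM SBI-0206965, an inhibitor of the autophagy kinase ULK1, with 1 µM Lopinavir, which blocks Lamin A processing, and 1 µM O-151, an inhibitor of the repair enzyme OGG1. SLO ½ held 5, 0.5 and 0.5 µM of the same compounds, and VEH only their solvent DMSO. Libraries of polyadenylated RNA gave 18177439 to 24249174 reads each after the authors' trimming, which they aligned to GRCh38 and counted per gene and strand with STAR. Reads assigned to genes numbered 15757312 to 19674841 in VEH (median 16209823), 16582267 to 17594006 in SLO ½ (17390449) and 14834295 to 16443926 in SLO (16231391). Another 7.16% to 8.52% of reads matched several places and were not counted, so genes with near-identical copies are measured only from their distinct parts. The values below come from these counts, scaled by edgeR's TMM factors (0.968 to 1.035), for the 14727 genes that passed its expression filter out of 61544 listed. Changes are log2 fold changes of counts scaled to library size (CPM) from a quasi-likelihood fit to all 9 libraries, with p-values adjusted over these genes by the Benjamini-Hochberg method and called below 0.05. Replicates varied by more than counting error (chi-square per degree of freedom 1.78 to 4.19), with biological coefficients of variation of 4.53% in VEH, 2.90% in SLO ½ and 3.63% in SLO.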

First, to broadly characterize the effects of the SLO treatment, we performed RNA-seq to examine differentially expressed genes between VEH control and the two SLO regimens. 

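For principal components, log2 CPM of the 500 most variable genes was used. The leading component held 82.2% of the variance and the next 9.68%. Along PC1, VEH libraries lay at −30.0 ± 0.595 (mean ± SD, n = 3), SLO ½ at 7.99 ± 0.562 and SLO at 22.0 ± 0.769, so the distances between groups were many times the spread within them. PC2 set the doses apart, with SLO ½ at −10.1 ± 0.746 and SLO at 7.42 ± 1.38, while VEH lay between them at 2.71 ± 2.54. The PC1 share was 66.5% when all expressed genes were used and 78.6% to 85.1% as each library was left out in turn. It fell to 25.9% in an alternative added after the values were seen, TPM of all genes without an expression filter.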

The principal component analysis (PCA) showed good segregation between both treatments and controls, as well as between SLO and SLO ½ (Figure 1a). This result was confirmed by the hierarchical clustering of all replicates (Figure 1b). 

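Euclidean distances between libraries over the log2 CPM of all 14727 expressed genes showed the same grouping. Replicates lay 31.1 to 38.0 apart. VEH and SLO ½ libraries were 68.9 apart on average (67.4 to 70.1 over 9 pairs), VEH and SLO 88.3 (87.0 to 89.5), and the doses 51.2 (50.2 to 52.3). Split into 3 clusters, all 9 libraries fell with their own group, and split into 2, VEH stood apart from SLO ½ and SLO together.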

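In SLO, 4843 genes rose and 4722 fell against VEH, 64.9% of those tested, and in SLO ½ 3936 rose and 3727 fell (52.0%). The balance of rises and falls depends on scaling, with 5624 and 3870 in SLO and 4637 and 3049 in SLO ½ with library size only, and 4648 and 4687 in SLO and 3280 and 4131 in SLO ½ with limma on log2(TPM + 1). Most of these changes were small, with a median absolute log2 fold change of 0.477 in SLO and 0.369 in SLO ½, and 60.2% and 72.2% of them stayed under 1.5-fold. More than a doubling or halving was seen in 1740 genes in SLO and 1012 in SLO ½. The CPM of the 3 treated libraries did not overlap those of the 3 VEH libraries for 66.7% of tested genes in SLO and 58.3% in SLO ½, where chance would give 10%. Among called genes these shares were 94.8% and 95.1%. DESeq2, the paper's tool, called 8634 and 6617 genes on the same filtered genes, and the largest departure for SLO ½ was 6239, from TPM without an expression filter. With each library of the comparison left out, calls ranged from 9015 to 9321 in SLO and from 6845 to 7245 in SLO ½.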

After the administration of SLO ½ and SLO, 2961 and 4219 genes were upregulated compared to VEH, and 3375 and 4280 were significantly downregulated, suggesting that both regimens were effective in inducing transcriptional changes (Figure 1c). Interestingly, the vast majority of SLO ½ regulated genes was also differentially regulated upon administration of the full dose, with the latter affecting substantially more genes, implying that a higher dosage is necessary to influence the expression of certain genes. 

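Of the 7663 genes called in SLO ½, 3268 rose and 3131 fell in SLO as well, 83.5% in all. Its 95% Wilson interval, 82.7% to 84.3%, takes genes as independent and so understates the uncertainty. A further 138 of the SLO ½ calls were called in opposite directions, and 606 rises and 520 falls were called in SLO ½ only. SLO alone had 1499 further rises and 1529 further falls. Fold changes of the 2 doses correlated over all tested genes (r = 0.870, with genes not independent of each other). Because the doses are compared with the same VEH libraries, some of this follows from the design, so counts were simulated 20 times with no treatment effect. Those draws gave r = 0.474 to 0.520 and at most 1 shared gene. Compared directly, the doses differed in 6056 genes, 3060 higher and 2996 lower in SLO (41.1%). Individual libraries moved the shared percentage from 80.2% without SLO replicate 2 to 86.1% without SLO ½ replicate 2, and r dropped to 0.602 with edgeR on unfiltered genes, 0.728 with unfiltered TPM, and 0.648 with DESeq2 on unfiltered genes, the last an alternative chosen after the values were seen.

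**Figure D1:**
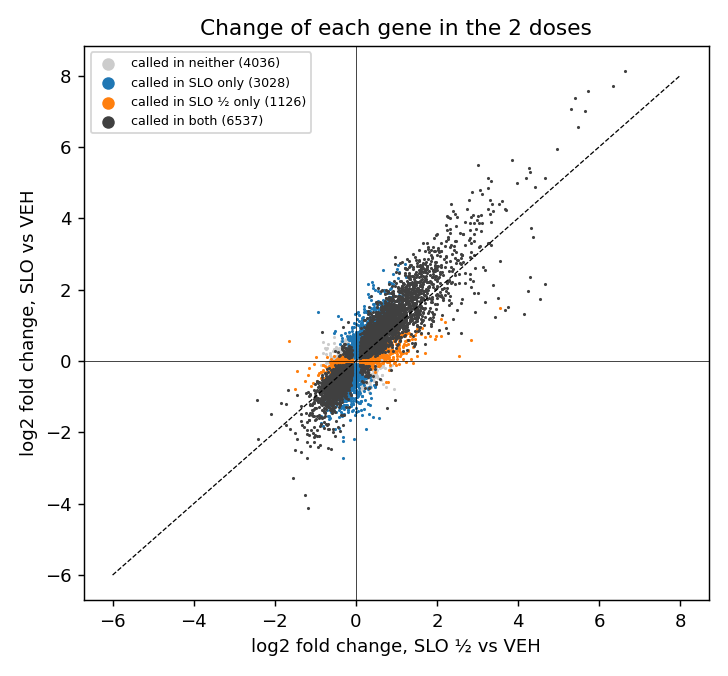
Log2 fold change of each of the 14727 tested genes in SLO ½ (horizontal) and SLO (vertical) against VEH, 3 libraries per group, coloured by the comparison in which the gene was called. The dashed line marks equal change. The axes share the same VEH libraries.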

A volcano plot illustrates the distribution of differentially expressed genes between SLO and VEH (Figure 1d), whereas a heatmap of all differentially expressed genes with adjusted *P*-value under 0.001 and a Log_2_ fold change above 2 shows a clear distinction between SLO and VEH gene expression (Figure 1e). 

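At adjusted p below 0.001 and an absolute log2 fold change above 2, SLO changed 417 genes against VEH, 389 up and 28 down. This count depends on genes near zero in VEH, since it was 154 when every library had to hold 10 counts and 98 with limma on log2(TPM + 1). All 35 genes labelled in Figure 1d were tested, with 28 up and 7 down, the same when adjusted over the list alone, although the labels were picked on these libraries and add no independent evidence. Their median log2 fold change was 2.22 (quartiles 2.03 to 2.68, camera, adjusted p = 1.38e-13, 4.18e-15 to 0.0108 over its alternatives). JAG1 (chromosome 20, 10637684 to 10673999) had the smallest adjusted p of all genes, rising from 20.1 ± 2.53 CPM in VEH (mean ± SD, n = 3) to 126 ± 1.20 in SLO ½ and 237 ± 8.89 in SLO (log2 fold change 3.56, standard error 0.0578, adjusted p = 1.91e-27). ITGB3 (chromosome 17, 47253827 to 47313743) rose from 11.3 ± 0.475 CPM to 53.9 ± 1.5 and 143 ± 8.77 (log2 fold change 3.66, standard error 0.0624, adjusted p = 3.92e-27). Among genes with an average log2 CPM of at least 2 and no overlap between the groups, the steepest rises were ANGPTL4 (0.448 ± 0.164 to 10.4 ± 1.41 CPM, log2 fold change 4.48, standard error 0.225, adjusted p = 1.97e-16), ACTA2 (2.69 ± 0.253 to 45.9 ± 3.96 CPM, log2 fold change 4.09, standard error 0.101, adjusted p = 1.15e-23), H4C8 (3.67 ± 0.562 to 60.4 ± 1.93 CPM, log2 fold change 4.05, standard error 0.0874, adjusted p = 1.33e-24), HAP1 (0.626 ± 0.401 to 10.3 ± 1.24 CPM, log2 fold change 4.04, standard error 0.25, adjusted p = 2.35e-14) and CDH8 (0.799 ± 0.244 to 10.0 ± 1.51 CPM, log2 fold change 3.67, standard error 0.198, adjusted p = 1.02e-15). By the same rule the steepest falls were LINC00707 (8.11 ± 0.802 to 0.605 ± 0.193 CPM, log2 fold change −3.75, standard error 0.209, adjusted p = 2.13e-15), PTPRQ (19.2 ± 1.99 to 3.90 ± 0.716 CPM, log2 fold change −2.28, standard error 0.127, adjusted p = 2.07e-15), HIF1A-AS3 (25.8 ± 0.898 to 5.34 ± 0.963 CPM, log2 fold change −2.27, standard error 0.108, adjusted p = 5.89e-17), COL8A1 (606 ± 57.0 to 132 ± 5.53 CPM, log2 fold change −2.20, standard error 0.0527, adjusted p = 5.59e-24) and FOS (23.8 ± 4.49 to 5.21 ± 0.891 CPM, log2 fold change −2.18, standard error 0.225, adjusted p = 1.26e-09). LINC00707 had at most 12 counts in a SLO library, and H4C8 shares sequence with other histone genes.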

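By the same limits SLO ½ changed 184 genes, 181 up and 3 down, against 51 when every library had to hold 10 counts, 40 with unfiltered TPM and 226 with unfiltered counts. The 16 genes labelled in the supporting volcano plot all rose, also when adjusted over the list alone (median 2.55, camera, adjusted p = 4.57e-22, 7.42e-25 to 0.00562 over its alternatives), again a list picked on these libraries. JAG1 and ITGB3 rose less than in SLO (log2 fold changes 2.65 and 2.25, adjusted p = 1.66e-23 and 1.78e-20). The largest rises, picked by the rule given for SLO, were interferon-stimulated genes, OAS2 (0.923 ± 0.851 to 22.9 ± 3.42 CPM, log2 fold change 4.66, standard error 0.239, adjusted p = 9.83e-16), MX2 (0.523 ± 0.402 to 11.8 ± 2.03 CPM, log2 fold change 4.54, standard error 0.268, adjusted p = 2.43e-14), IFI27 (0.710 ± 0.662 to 13.6 ± 1.99 CPM, log2 fold change 4.30, standard error 0.243, adjusted p = 9.56e-15), OAS1 (1.33 ± 0.725 to 24.6 ± 1.14 CPM, log2 fold change 4.24, standard error 0.209, adjusted p = 3.89e-16) and BST2 (1.70 ± 1.28 to 22.5 ± 2.25 CPM, log2 fold change 3.75, standard error 0.195, adjusted p = 1.32e-15). Their VEH levels are low and 1 library sets much of them: without VEH replicate 1 the log2 fold changes became 5.69 for OAS2, 5.30 for MX2, 5.37 for IFI27 and 4.54 for BST2. The steepest falls were FOS (23.8 ± 4.49 to 4.39 ± 3.65 CPM, log2 fold change −2.42, standard error 0.229, adjusted p = 6.05e-10), EGR1 (133 ± 20.9 to 30.9 ± 11.6 CPM, log2 fold change −2.10, standard error 0.124, adjusted p = 2.74e-14), FOSB (7.38 ± 0.731 to 2.38 ± 0.935 CPM, log2 fold change −1.61, standard error 0.176, adjusted p = 8.83e-09), ABI3BP (14.1 ± 2.44 to 4.95 ± 0.279 CPM, log2 fold change −1.51, standard error 0.125, adjusted p = 3.97e-11) and COL8A1 (606 ± 57.0 to 222 ± 7.67 CPM, log2 fold change −1.45, standard error 0.0504, adjusted p = 2.25e-19), and FOS fell further, to −3.37, without SLO ½ replicate 1.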

The analysis of SLO ½ produced similar results (Supporting Information 1: Figure S1a,b).

Moreover, a GSEA of SLO compared to VEH shows that many key biological processes involved in aging were affected by the administration of the SLO treatment. This is illustrated by bubble plots showing the top 50 most enriched terms of upregulated (Figure 1f1) and downregulated (Figure 1f2) genes when comparing SLO full dose to VEH controls (Figure 1f). Gene ontology (GO) terms either enriched or downregulated in SLO compared to VEH showed that SLO treatment in microglia-like cells is effective at blocking the three pathways of interest, serving as confirmation of the treatment efficacy. 

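No ontology table is used here, so these processes were examined through gene lists fixed beforehand and tested with camera, which ranks a list's changes against all other genes, adjusted over 27 lists and 3 comparisons. Of these 81 tests 63 were called, and the choice that moved them most was camera's treatment of correlation between genes: with a correlation estimated per list 37 remained, while all 63 held with fry. Cytosolic ribosomal protein genes fell in SLO, 76 of 79 (1 rose), also over the list alone, by a median of −0.64 (quartiles −0.74 to −0.45, camera, adjusted p = 1.19e-28, 1.71e-32 to 0.0887 over its alternatives). The largest of that range, 0.0887, is the test with an estimated correlation of 0.475. The genes with the smallest p were RPSA (478 ± 13.0 to 229 ± 1.19 CPM, log2 fold change −1.06, standard error 0.0397, adjusted p = 2.78e-19), RPL27A (470.4 ± 11.7 to 259 ± 3.15 CPM, log2 fold change −0.86, standard error 0.0386, adjusted p = 1.46e-17) and RPL7 (228 ± 0.811 to 117 ± 5.57 CPM, log2 fold change −0.96, standard error 0.0433, adjusted p = 1.57e-17). Of 31 proteasome subunits, 28 fell and 0 rose (29 adjusted over the list alone, median −0.37, quartiles −0.44 to −0.26, camera, adjusted p = 3.83e-09, 8.94e-10 to 0.129 over its alternatives), with PSMC3 (256 ± 5.00 to 169 ± 3.46 CPM, log2 fold change −0.60, standard error 0.0386, adjusted p = 4.66e-14), PSMD11 (193 ± 10.2 to 134 ± 1.75 CPM, log2 fold change −0.53, standard error 0.0423, adjusted p = 6.47e-12) and PSMC6 (129.8 ± 2.41 to 90.9 ± 1.12 CPM, log2 fold change −0.51, standard error 0.0416, adjusted p = 7.63e-12) foremost. Core autophagy genes moved in both directions, 17 up and 12 down of 39 (17 and 13 over the list alone), and their median of 0.0040 became −0.00046 with DESeq2 size factors and 0.079 with library size only (camera, adjusted p = 0.414, 0.000276 to 0.557 over its alternatives). Over libraries left out it ran from −0.034 to 0.050, the latter without VEH replicate 3, so it has no stable direction. Foremost in this list were MAP1LC3B (82.2 ± 2.90 to 161 ± 4.12 CPM, log2 fold change 0.97, standard error 0.0429, adjusted p = 1.2e-17), GABARAPL1 (34.7 ± 2.07 to 77.7 ± 6.64 CPM, log2 fold change 1.16, standard error 0.0608, adjusted p = 5.16e-16) and LAMP2 (201 ± 1.41 to 344 ± 14.3 CPM, log2 fold change 0.78, standard error 0.0428, adjusted p = 1.55e-15). Transcripts of ULK1, whose kinase activity the treatment inhibits, also rose (30.6 ± 2.10 to 39.8 ± 2.55 CPM, log2 fold change 0.38, standard error 0.0649, adjusted p = 7.78e-06).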

More specifically, the downregulation of autophagy-related pathways such as “peptide biosynthetic process,” “proteolysis involved in protein catabolic process,” “ubiquitin-dependent protein catabolic process,” and “modification-dependent macromolecule catabolic process” could be attributed to the ULK1 inhibitor, SBI-0206965. Lopinavir, the blocker of Lamin A biosynthesis and disruptor of nuclear architecture, and O-151, the selective inhibitor of OGG1 and blocker of DNA damage repair could both be responsible for defective “chromosome organization,” “DNA damage response,” “protein-DNA complex organization,” “chromatin organization,” and “chromosome segregation.” Additionally, among the most relevant upregulated pathways, we found “response to cytokine stimulus,” “negative regulation of proliferation,” and “regulation of cytokine production,” all of which are processes that are characteristic of senescence. 

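A list of 64 chromosome segregation genes (63 tested) fell in SLO, with 53 down and 1 up, also over the list alone (median −0.31, quartiles −0.54 to −0.17, camera, adjusted p = 1.02e-12, 1.61e-13 to 0.0167 over its alternatives). It shares 18 genes with the list of Figure 2a and 15 with the G2/M genes used below. Its foremost genes were STAG1 (159 ± 4.32 to 66.0 ± 2.69 CPM, log2 fold change −1.26, standard error 0.0447, adjusted p = 6.23e-20), SMC4 (1109 ± 11.1 to 636 ± 9.59 CPM, log2 fold change −0.80, standard error 0.0384, adjusted p = 6.11e-17) and NCAPD2 (691 ± 19.8 to 422 ± 13.6 CPM, log2 fold change −0.71, standard error 0.0405, adjusted p = 3.48e-15). The transcripts closest to the inhibitors' targets moved little. LMNA was 264 ± 13.7 CPM in VEH and 274 ± 15.9 in SLO (log2 fold change 0.051, standard error 0.0442, adjusted p = 0.316), but was called with library size only (0.13, adjusted p = 0.0123). ZMPSTE24, which encodes the Lamin A protease, went from 115 ± 9.67 to 123 ± 6.21 CPM (log2 fold change 0.093, standard error 0.0524, adjusted p = 0.122) and was called without VEH replicate 2 (0.13, adjusted p = 0.042) or SLO replicate 2 (0.13, adjusted p = 0.043). OGG1 stayed at 16.4 ± 1.09 and 16.8 ± 1.54 CPM (log2 fold change 0.034, standard error 0.0856, adjusted p = 0.742), with a log2 fold change of −0.022 without VEH replicate 1. Transcript levels do not measure the activity of the inhibited enzymes.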

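Secreted factors of the senescence-associated secretory phenotype (SASP) were tested as a list of 32 genes, of which 25 were expressed. In SLO 19 rose and 2 fell, also over the list alone, with a median log2 fold change of 0.76 (quartiles 0.22 to 1.63, camera, adjusted p = 6.41e-05, 5.56e-08 to 0.0147 over its alternatives). The smallest p-values belonged to IGFBP7 (52.8 ± 5.64 to 274 ± 7.57 CPM, log2 fold change 2.38, standard error 0.0541, adjusted p = 2.94e-24), ANGPTL4, given above, and IL6 (3.77 ± 0.477 to 22.4 ± 3.52 CPM, log2 fold change 2.58, standard error 0.131, adjusted p = 2.56e-16). The list shares 8 genes with the response to cytokines of Figure 4a, so they are not separate evidence.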

Vice versa, pathways such as “mitotic cell cycle,” “cell cycle phase transition,” and “DNA repair” were all downregulated in SLO-treated cells. 

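Of 54 G2/M genes 47 fell and 3 rose in SLO (47 and 4 over the list alone), by a median of −0.39 (quartiles −0.54 to −0.22, camera, adjusted p = 1.36e-12, 6.7e-14 to 0.0705 over its alternatives). In front were ANP32E (293 ± 6.89 to 126 ± 3.24 CPM, log2 fold change −1.22, standard error 0.0401, adjusted p = 1.15e-20) and HMGB2 (583 ± 47.9 to 268 ± 9.07 CPM, log2 fold change −1.12, standard error 0.0473, adjusted p = 3.95e-18), followed by SMC4, given above. Among 43 S phase genes 27 fell and 7 rose, also over the list alone (median −0.25, quartiles −0.52 to −0.016, camera, adjusted p = 1.04e-05, 2.99e-06 to 0.149 over its alternatives), with MCM6 (228 ± 6.90 to 112 ± 5.29 CPM, log2 fold change −1.02, standard error 0.0422, adjusted p = 2.21e-18), POLA1 (157 ± 6.09 to 80.1 ± 3.12 CPM, log2 fold change −0.97, standard error 0.0445, adjusted p = 2.45e-17) and CDCA7 (127 ± 2.75 to 68.8 ± 1.24 CPM, log2 fold change −0.89, standard error 0.0458, adjusted p = 3.42e-16) foremost. The upper end of each range is the test with estimated correlation, which calls neither list. DNA repair was more mixed: of 75 genes 35 fell and 11 rose, also over the list alone (median −0.14, quartiles −0.34 to 0.090, camera, adjusted p = 0.00218, 3.12e-06 to 0.0322 over its alternatives). The non-homologous end joining genes XRCC5 (838 ± 15.2 to 521 ± 15.5 CPM, log2 fold change −0.69, standard error 0.0388, adjusted p = 2.94e-15) and XRCC6 (725 ± 11.7 to 474 ± 4.03 CPM, log2 fold change −0.61, standard error 0.0377, adjusted p = 2.01e-14) fell, while DDB2 (28.9 ± 3.71 to 64.4 ± 3.33 CPM, log2 fold change 1.16, standard error 0.0661, adjusted p = 3.39e-15) rose. Genes in S phase and repair overlap by 7.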

Similar results were also obtained in SLO ½ treated cells (Supporting Information 1: Figure S1c,d). Together, these RNA-seq data show that SLO treatment in human microglia-like cells induces transcriptomic changes resembling that of an aging profile.

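SLO ½ moved the lists given above and called in SLO in the same direction. Falls were seen in ribosomal proteins (median −0.25, 2 up and 65 down, 2 and 65 over the list alone, camera, adjusted p = 6.49e-17, 3.79e-21 to 0.167 over alternatives), proteasome subunits (median −0.093, 1 up and 14 down, 1 and 14 over the list alone, camera, adjusted p = 0.00252, 0.000174 to 0.389 over alternatives) and chromosome segregation genes (median −0.21, 1 up and 43 down, 1 and 45 over the list alone, camera, adjusted p = 4.92e-11, 6.32e-12 to 0.0218 over alternatives). Cell cycle and repair genes also fell, as G2/M genes (median −0.21, 3 up and 33 down, 3 and 34 over the list alone, camera, adjusted p = 1.22e-08, 1.97e-09 to 0.127 over alternatives), S phase genes (median −0.22, 2 up and 29 down, 2 and 29 over the list alone, camera, adjusted p = 1.81e-08, 5.06e-09 to 0.0865 over alternatives) and DNA repair genes (median −0.13, 8 up and 31 down, 8 and 31 over the list alone, camera, adjusted p = 0.000106, 5.5e-06 to 0.0174 over alternatives). With library size only, DNA repair genes fell no less in SLO ½ (−0.076) than in SLO (−0.062). The SASP factors rose (median 0.94, 20 up and 0 down, also over the list alone, camera, adjusted p = 1.22e-10, 3.89e-11 to 0.00332 over alternatives). Core autophagy genes were again not called (median 0.082, 0.045 without VEH replicate 1, 17 up and 10 down, 17 and 11 over the list alone, camera, adjusted p = 0.255, 0.00104 to 0.424 over alternatives). Individual transcripts of the targeted pathways changed little, with ULK1 (log2 fold change 0.25, standard error 0.0651, adjusted p = 0.0018), LMNA (log2 fold change 0.17, standard error 0.0440, adjusted p = 0.00155), ZMPSTE24 (log2 fold change 0.17, standard error 0.0520, adjusted p = 0.00743) and OGG1 (log2 fold change −0.011, standard error 0.0851, adjusted p = 0.925), where ZMPSTE24 lost its call without VEH replicate 1 (0.100, adjusted p = 0.0998) or SLO ½ replicate 3 (0.13, adjusted p = 0.0774), and OGG1 was 0.039 with library size only.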

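Beyond the processes named in the text, genes of the extracellular matrix and integrins were tested as a list. Of 87 expressed genes 62 rose and 11 fell in SLO, also over the list alone (median 0.68, quartiles 0.24 to 1.41, camera, adjusted p = 8.9e-10, 3.55e-10 to 0.0264 over its alternatives). ITGB3 was foremost, with TIMP3 (20.1 ± 0.772 to 123 ± 6.16 CPM, log2 fold change 2.61, standard error 0.0557, adjusted p = 1.32e-24) next and COL8A1, given above, falling. In SLO ½ 58 rose and 8 fell (60 and 9 over the list alone, median 0.52, camera, adjusted p = 4.08e-11, 7.41e-12 to 0.0202 over its alternatives). The paper's reasoning is that the compounds disturb autophagy, nuclear lamina and DNA repair, that cytokine and antiproliferative genes rise while cell cycle and repair genes fall, and it concludes that the profile resembles that of aging. The libraries hold treated and untreated cells of the same line, and a comparison with aged cells is not analysed here.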

### 3.2. Exposure to SLO Leads to Cell Cycle Arrest and a Senescent-Like Phenotype in Microglia

Cell cycle arrest is one of the main characteristics of cellular senescence [43]. Consistently, our RNA-seq data show that several genes involved in “positive regulation of cell cycle*”* are downregulated in SLO ½ and SLO compared to VEH (Figure 2a, top), and several genes involved in “negative regulation of cell population proliferation*”* are upregulated (Figure 2a, bottom). 

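All 127 genes shown for positive regulation of cell cycle were tested. In SLO 126 fell and 0 rose (127 adjusted over the list alone, median −0.40, quartiles −0.55 to −0.23, camera, adjusted p = 1.42e-22, 3.01e-23 to 0.00531 over its alternatives), and in SLO ½ 102 fell and 0 rose (104 over the list alone, median −0.29, quartiles −0.40 to −0.17, camera, adjusted p = 6.94e-22, 1.35e-22 to 0.00531 over its alternatives). Most falls were thus well under 2-fold. Its foremost genes were ADAMTS1 (566 ± 18.1 to 269 ± 14.2 CPM, log2 fold change −1.07, standard error 0.0493, adjusted p = 2.66e-17) and NPM1 (1039 ± 28.5 to 598 ± 15.2 CPM, log2 fold change −0.80, standard error 0.0392, adjusted p = 1.17e-16), with SMC4, given above, between them. Of the 96 genes shown for negative regulation of cell population proliferation 86 were tested, and all of them rose in SLO, also over the list alone (median 1.76, quartiles 1.24 to 2.50, camera, adjusted p = 1.1e-26, 4.6e-28 to 0.000563 over its alternatives). In SLO ½ 80 rose and 0 fell (82 over the list alone, median 1.36, camera, adjusted p = 1.68e-28, 3.36e-30 to 0.000563 over its alternatives), where 4 genes with at most 3 counts in every VEH library count only as lower bounds and bring the median to 1.28. IGFBP7, given above, SOX4 (17.5 ± 0.985 to 105 ± 6.11 CPM, log2 fold change 2.59, standard error 0.0594, adjusted p = 3e-24) and PKD2 (61.8 ± 1.61 to 201 ± 7.25 CPM, log2 fold change 1.70, standard error 0.0433, adjusted p = 2.48e-23) had the smallest p. The genes of these panels were picked by the study on these libraries, so the counts describe the lists and are not independent evidence.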

In both instances, DEGs were more affected in SLO-treated cells compared to SLO ½, implying a dose-dependent regulation of cell cycle. 

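The doses were compared directly. Of the cell cycle genes 62 were lower and 8 higher in SLO than in SLO ½ (64 and 12 over the list alone, median −0.11, camera, adjusted p = 4.09e-07, 8.72e-08 to 0.0336 over its alternatives), and 57 were not called. Of the antiproliferative genes 55 were higher and 10 lower (60 and 10 over the list alone, median 0.56, camera, adjusted p = 1.11e-10, 5.39e-11 to 0.0029 over its alternatives), and 21 were not called. Every tested antiproliferative gene rose in SLO by a log2 fold change of at least 1.015, against 0.208 in SLO ½, and every cell cycle gene shown had a fold change below 0 in SLO, so a larger change in SLO is favoured by the choice of genes. Over all 7663 genes called in SLO ½, 64.5% lay further from VEH in SLO, against 43.0% to 44.9% in 20 simulations with equal doses. The 95% Wilson interval of the observed share, 63.5% to 65.6%, again takes genes as independent. Leaving out SLO ½ replicate 1 lowered that share to 62.4%, the most of any library, and unfiltered TPM to 61.8%. As individual genes, 2813 of them were called further from VEH, 1022 nearer and 3828 in neither direction. Among the lists fixed beforehand, G2/M genes (median −0.19, 3 up and 36 down, 3 and 37 over the list alone, camera, adjusted p = 4.33e-10, 1.07e-11 to 0.101 over alternatives) and chromosome segregation genes (median −0.16, 4 up and 35 down, 5 and 35 over the list alone, camera, adjusted p = 2.16e-07, 5.18e-08 to 0.0422 over alternatives) fell further with dose, unlike S phase genes (median −0.048, 7 up and 15 down, 8 and 15 over the list alone, camera, adjusted p = 0.156, 0.056 to 0.591 over alternatives).

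**Figure D2:**
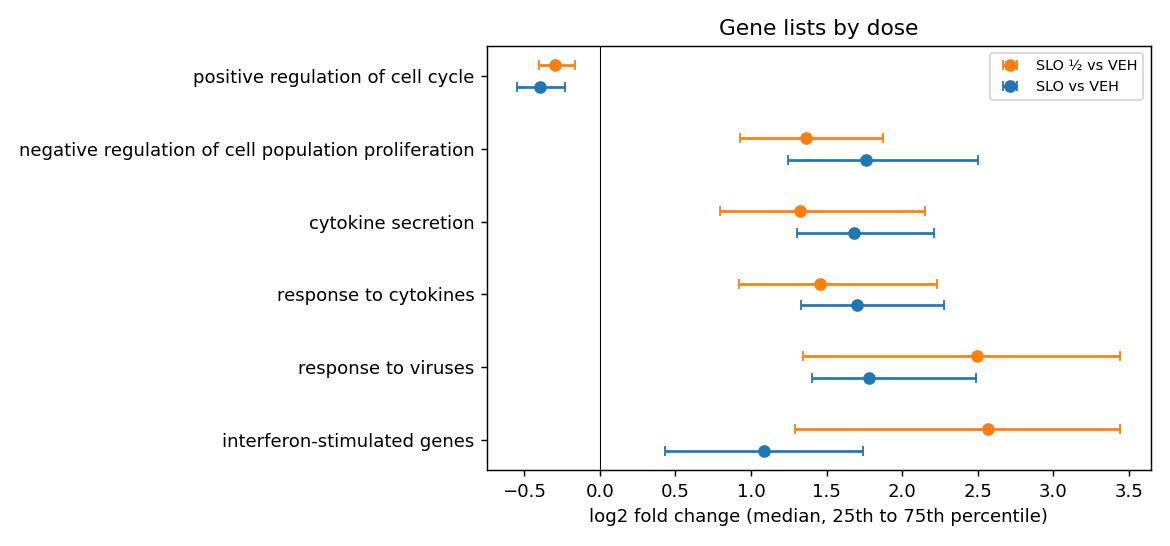
Median log2 fold change (points) and 25th to 75th percentile (bars) of 6 gene lists in SLO ½ and SLO against VEH, 3 libraries per group, from the edgeR fit. Response to viruses and interferon-stimulated genes share 16 genes, cytokine secretion and response to cytokines 38.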

To test our hypothesis, we measured cell proliferation by quantifying the percentage of cells positive for the mitosis marker phosphorylated histone 3 (pHH3). Our data show a significant reduction of proliferation in the SLO full dose, but not SLO ½, compared to the VEH condition (Figure 2b,c). Another key senescence marker is the increase in *β*-Gal activity. However, in recent studies, its activity was also observed in conditions of persistent stress, unrelated to senescence [44]. Additionally, inactivation of its enzymatic activity does not reverse cellular senescence, suggesting that its specificity as a marker of cellular senescence is limited [45]. To overcome this, we determined senescent cells as cells positive for *β*-Gal and phosphorylated RPS6 (pRPS6), an indicator of active protein synthesis, but negative for pHH3 (Figure 2b), following a published algorithm that allows to discriminate among cycling, stressed, quiescent, and senescent cells [44]. In our system, only microglia treated with the full dose show an increase in senescent cells percentage (Figure 2c,d). In a similar fashion, the percentage of p21+ cells, a cell cycle arrest marker, was significantly increased in SLO ½ and SLO-treated cells compared to VEH controls (Figure 2e,f). This was also the case at the transcript levels when measuring the expression of the CDKN1A gene (Figure 2g). 

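A list of 31 programmed cell death genes (27 tested) was moderately raised. In SLO 16 rose and 1 fell, also over the list alone (median 0.41, quartiles −0.015 to 0.94, camera, adjusted p = 0.000324, 7.22e-07 to 0.0432 over its alternatives), and in SLO ½ 17 rose and 1 fell, also over the list alone (median 0.28, camera, adjusted p = 3.52e-05, 2.31e-06 to 0.0295 over its alternatives). Foremost were FAS (4.00 ± 0.651 to 22.9 ± 1.30 CPM, log2 fold change 2.53, standard error 0.106, adjusted p = 3.01e-18), PMAIP1 (16.6 ± 0.360 to 44.6 ± 0.815 CPM, log2 fold change 1.43, standard error 0.0616, adjusted p = 6.35e-18) and TNFRSF10B (136 ± 2.38 to 239 ± 4.24 CPM, log2 fold change 0.81, standard error 0.0387, adjusted p = 5.45e-17), of which FAS and TNFRSF10B are also in the p53 target list. FAS and ACTA2 overlap on chromosome 10 and are counted by strand. Without the 4 genes shared with the p53 target list, 12 of 23 rose and 1 fell (median 0.39, camera, adjusted p = 0.00707 over the tests of list parts). Only genes of that target list were removed, and PMAIP1 stayed in. Other genes induced by p53 may remain, so a rise apart from p53 is not shown. Between the doses the list was not called (median 0.091, 11 higher and 4 lower in SLO, 11 and 5 over the list alone, camera, adjusted p = 0.0838, 0.000564 to 0.225 over its alternatives). Transcripts do not count dead cells.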

Interestingly, a clear signature of programmed cell death did not emerge from the RNA-seq data. To confirm that the exposure to the small molecules was not causing cell death, we measured cell death-associated DNA fragmentation via a TUNEL assay (Supporting Information 1: Figure S2a), and Draq7 uptake by flow cytometry (Supporting Information 1: Figure S2b). Both assays confirmed that apoptosis was not induced by SLO ½ or SLO, compared to VEH control.

### 3.3. Exposure to SLO Leads to Nuclear Morphological and Architectural Changes Characteristic of Cellular Senescence

During cellular senescence, specific changes in nuclear morphology and architecture can occur. Interestingly, loss of Lamin B1, an important structural component of the nuclear lamina implicated in modulation of nuclear functions and whose expression decreases in senescent cells, is observed upon SLO administration (Figure 3a,b) [46]. Senescent-associated morphological changes such as an increase in nucleus area, structural disruption, invaginations, and enlargement or fragmentation of the nucleus [47–50] were observed in SLO-treated cells (Figure 3a,c). As a result of nuclear alterations, chromatin fragments can escape the nucleus and accumulate in the cytoplasm as CCFs and constitute another hallmark of cellular senescence. These CCFs are usually enriched in H3K9me3-positive heterochromatin and are positive for the DNA damage marker *γ*H2AX [49]. We found that H3K9me3 and *γ*H2AX double-positive fragments were increased in the cytoplasm of SLO-treated cells, compared to VEH controls (Figure 3d,e). Finally, since senescent and aged cells are reported to accumulate double-strand DNA damage [34, 51, 52], we next assessed whether SLO could induce such accumulation in HMC3 cells. For this purpose, we quantified the number of *γ*H2AX foci per nucleus and observed that SLO full dose, but not half dose, significantly induces double-strand DNA damage, compared to VEH controls (Figure 3d,f).

### 3.4. Exposure to SLO Exacerbates the Pro-Inflammatory Response

With age, microglia adopt a “primed” phenotype and homeostatic function is thought to become increasingly disrupted over time, a process that is deemed to be implicated in the progression of neurodegenerative diseases [10, 23, 53]. Interestingly, SLO-treated microglia also showed an enrichment of genes associated with neurodegenerative disorders (Supporting Information 1: Figure S3a). 

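Of the 89 genes shown for cytokine secretion 80 were tested, and all rose in SLO, also over the list alone (median 1.68, quartiles 1.31 to 2.21, camera, adjusted p = 4.9e-23, 2.49e-24 to 0.00134 over its alternatives). SLO ½ raised 75 and lowered 0, also over the list alone (median 1.32, or 1.24 with 5 genes near zero in VEH taken as lower bounds, camera, adjusted p = 9.26e-26, 9.89e-28 to 0.00132 over its alternatives). For response to cytokines, all but 16 of 117 genes were tested, with all up in SLO, also over the list alone (median 1.70, quartiles 1.33 to 2.28, camera, adjusted p = 1.44e-25, 4.44e-27 to 0.00134 over its alternatives), and 93 up and 0 down in SLO ½ (94 over the list alone, median 1.46, or 1.34 with 7 such bounds, camera, adjusted p = 7.83e-30, 1.04e-31 to 0.00132 over its alternatives). Compared directly, 45 secretion genes were higher and 10 lower in SLO than in SLO ½ (49 and 10 over the list alone, median 0.48, camera, adjusted p = 4.37e-07, 1.19e-07 to 0.0131 over its alternatives). For response genes the numbers were 51 and 18 (55 and 18 over the list alone, median 0.48, camera, adjusted p = 9.79e-06, 1.72e-07 to 0.0264 over its alternatives). The lists share 38 genes and were picked by the study on these libraries, and every tested member rose in SLO by a log2 fold change of at least 1.02, so the comparison of doses is not independent of that choice. Foremost for secretion were CADM1 (30.9 ± 0.863 to 143 ± 8.10 CPM, log2 fold change 2.20, standard error 0.0510, adjusted p = 3.11e-24), CLU (19.5 ± 0.739 to 118.6 ± 9.87 CPM, log2 fold change 2.60, standard error 0.0616, adjusted p = 4.82e-24) and KIT (56.1 ± 0.802 to 191 ± 9.60 CPM, log2 fold change 1.77, standard error 0.0455, adjusted p = 3.19e-23), and for response ANKRD1 (136 ± 17.4 to 949.9 ± 59.0 CPM, log2 fold change 2.80, standard error 0.0610, adjusted p = 1.36e-24) and TUBA1A (72.7 ± 2.57 to 276 ± 14.4 CPM, log2 fold change 1.92, standard error 0.0457, adjusted p = 4.83e-24), with TIMP3, given above.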

Consistently, our GSEA analysis shows enrichment in multiple signatures of microglia activation, including cytokine secretion and response to cytokines for both SLO ½ and SLO, although expression differences are more pronounced upon full SLO dose (Figure 4a). Since we did not detect strong molecular and structural changes upon SLO ½ administration, we focused on comparing VEH controls and SLO full dose for the functional characterization of treated microglia. Primed microglia adopt an overactive phenotype by secreting an excessive amount of proinflammatory cytokines that can be further exacerbated after a proinflammatory stimulation, like LPS [54]. To confirm that the overexpressed cytokines were effectively secreted upon SLO stimulation, and that this proinflammatory profile could be exacerbated by the administration of LPS and IFN*γ*, we exposed VEH- and SLO-treated HMC3 for 6 h to either a combination of the proinflammatory stimuli LPS and IFN*γ* (LPS/IFN*γ*), or PBS (CTL). After the proinflammatory stimulation, gene expression of common inflammatory cytokines *IL-1B*, *IL-6*, *IL-8*, and *TNF* was assessed by RT-qPCR and protein secretion in the supernatant by ELISA. In line with our hypothesis, the transcript expression of all cytokines was significantly increased upon proinflammatory stimulation in SLO-treated microglia compared to control VEH. Among them, IL-1*β* was the only cytokine to show a higher relative expression already at basal levels (Figure 4b). Additionally, both IL-6 and IL-8 showed increased secretion poststimulation in SLO-treated cells, compared to control (Figure 4c), but secretion of IL-1*β* and TNF*α* was not detected in any of the conditions. According to the literature, HMC3 cells are unable to secrete TNF*α* [55] whereas the expression of IL-1*β* has been verified at both mRNA and protein levels by western blot, but its secretion in the media remains elusive, possibly due to high turnover rate of the mature protein [56, 57]. Importantly, secretion of both IL-6 and IL-8 was already higher at baseline in SLO-treated cells compared to controls, in line with the senescent-like profile exhibited by these cells. It has been reported that, in senescent cells, chromatin-associated nonhistone binding protein HMGB1 [58], which normally localizes in the nucleus, is translocated to the cytosol and then secreted extracellularly [59], where it acts as a damage-associated molecular pattern (DAMP) and induces inflammation to the site of tissue damage [60, 61]. In the extracellular space, HMGB1 modulates senescence by binding to the surface of immune cells to initiate the signaling pathway responsible for the expression of proinflammatory cytokines [60]. We observed a significant decrease in HMGB1 expression in the nucleus, accompanied by an increase in secreted HMGB1 (Figure 4), suggesting that it was mostly secreted to mediate the SASP. Together, our results show that SLO-treated cells acquire proinflammatory features, including secretion of key proinflammatory cytokines, and that this process could be HMGB1 dependent.

Another signaling pathway, that is emerging as master regulator of SASP secretion in response to DNA fragments leakage in the cytosol, is the stimulation of IFN genes (STING) pathway. Our GSEA analysis pointed to the activation of the “response to viruses” process, another key function of the cGAS-STING pathway, in SLO-treated cells, compared to controls (Supporting Information 1: Figure S3b). 

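Of the 45 genes shown for response to viruses 40 were tested, and all rose in SLO, also over the list alone (median 1.78, quartiles 1.40 to 2.49, camera, adjusted p = 1.65e-13, 8.52e-15 to 0.026 over its alternatives). The smallest p-values belonged to CLU and ACTA2, given above, and to TRIM22 (6.17 ± 0.358 to 42.5 ± 1.23 CPM, log2 fold change 2.78, standard error 0.0787, adjusted p = 2.74e-22). In SLO ½ 38 rose and 0 fell (39 over the list alone), by a larger median of 2.50, or 2.39 with 3 genes near zero in VEH taken as lower bounds (camera, adjusted p = 2.52e-23, 1.1e-25 to 0.0106 over its alternatives). Directly compared, 19 genes were lower and 9 higher in SLO than in SLO ½ (19 and 10 over the list alone, median −0.22, −0.37 without SLO replicate 3, camera, adjusted p = 0.00635, 0.0016 to 0.251 over its alternatives). These genes were picked by the study on the same libraries. A separate list of 41 interferon-stimulated genes, sharing 16 with the figure, had 40 tested, with 31 up and 2 down in SLO, also over the list alone (median 1.08, quartiles 0.43 to 1.74, camera, adjusted p = 3.99e-07, 6.79e-09 to 0.278 over its alternatives), and 39 up and 0 down in SLO ½, also over the list alone (median 2.57, camera, adjusted p = 2.11e-28, 3.68e-32 to 0.0543 over its alternatives). TRIM22, IFIT2 (5.53 ± 0.716 to 32.4 ± 5.95 CPM, log2 fold change 2.55, standard error 0.116, adjusted p = 1.94e-17) and IFIT3 (10.4 ± 1.44 to 35.1 ± 3.98 CPM, log2 fold change 1.74, standard error 0.0893, adjusted p = 3.14e-16) were foremost. Outside the figure's list, 24 of these genes had medians of 0.53 in SLO and 1.44 in SLO ½ (camera, adjusted p = 0.00176 and 1.4e-17 over the tests of list parts).

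**Figure D3:**
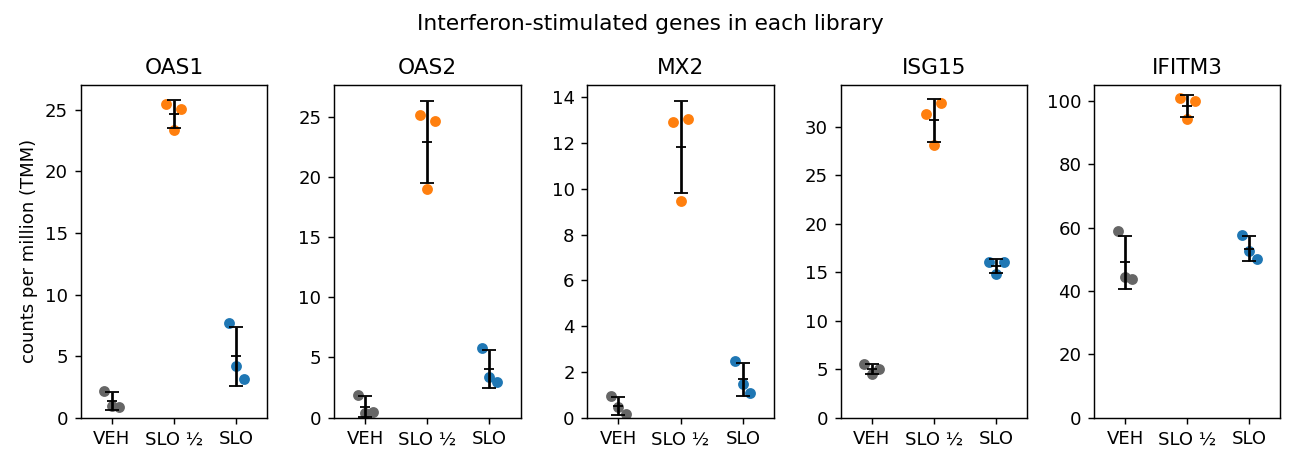
CPM of OAS1, OAS2, MX2, ISG15 and IFITM3 in each of the 9 libraries (points), with mean ± SD of the 3 libraries of each group. Replicate numbers are not stated to pair libraries across groups.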

We further validated this finding by measuring transcriptional levels of several cGAS-STING pathway-related molecules and effectors upon SLO stimulation (Supporting Information 1: Figure S3c). IFN-*β*1 and C-X-C motif chemokine ligand 10 (CXCR10) were upregulated by over 1000 folds, although this did not reach significance. Other IFN-stimulated genes such as IFN-induced transmembrane protein 3 (IFITM3), oligoadenylate synthetase (OAS), and chemokine (C–C motif) ligand 5 (CCL5) showed a significant upregulation, hinting to a cGAS-STING pathway activation. However, further investigation would be required to elucidate whether the activation of this pathway upon SLO administration is responsible for inducing SASP secretion in our model.

### 3.5. SLO-Treated Microglia Show Impairment in Fundamental Cellular Functions

In addition to the proinflammatory secretion profile, aged microglia have been reported to show impairment of phagocytic capacities [62–64]. To test if SLO exposure caused similar defects, we evaluated phagocytic activity by measuring intake efficiency of fluorescent beads over a 3 h period (Figure 5a,b). Our results show a significant decrease in bead intake in SLO-treated cells compared to VEH-treated cells. Since both phagocytosis and autophagy rely on similar machineries, we have also tested the ULK1 inhibitor SBI-0206965 individually. A similar decrease was observed in SBI-0206965-treated cells, while the two other molecules tested individually did not impact on phagocytic activity, suggesting that blocking autophagy through ULK1 inhibition is necessary and sufficient to induce phagocytic impairment in SLO-treated cells (Supporting Information 1: Figure S4a,b).

Finally, to further characterize the effects of the SLO cocktail on microglial function, we tested whether intracellular calcium (Ca^2+^) dynamics were altered upon SLO administration. In physiological conditions, dynamics of intracellular calcium are known to modulate several properties and functions of microglia, including proliferation and phagocytosis [65]. Further, a recent study conducted in the aging mouse brain reported impairment in in vivo Ca^2+^ activity in microglia compared to young- and middle-aged brains [66]. Upon 30 min incubation with Fluo4-AM fluorescent calcium indicator, cells were recorded over the course of 6 min, including 2 min of baseline activity, and 4 min of activity post-ATP stimulation (Figure 5d and Supporting Information 1: Videos S1 and S2). Interestingly, while there was a trend toward a higher percentage of cells responding to ATP stimulation in the SLO condition (Figure 5c), SLO-treated cells depicted slower calcium dynamics, with longer decay time (Figure 5e), delayed peak time (Figure 5f), and increased AUC (Figure 5h) compared to control cells, while peak amplitude remained similar (Figure 5g). Together, our results show that microglia cells treated with the senescence inducing cocktail SLO acquire features of aging microglia, such as increased immunoreactivity, reduced phagocytosis capacities, and aberrant calcium dynamics.

## 4. Discussion

The goal of this study was to develop a model that recapitulates well the impact of aging and cellular senescence on human microglial functions. We show that the SLO molecules induce cell cycle arrest in microglia-like cells, a feature that was not previously assessed in neurons treated with SLO given that neurons are postmitotic. In our model, an increase in some of the cell cycle arrest markers was also accompanied by senescence-related changes in nuclear morphology and architecture, as well as transcriptional and functional changes, characteristics of aged microglia. Finally, senescent microglia adopted a proinflammatory phenotype which was accompanied by aberrant functionality such as reduced phagocytic activity and impaired calcium activity.

In healthy individuals, microglia ensure homeostasis in the CNS, by constantly monitoring the presence of endogenous and exogenous harmful substances in their microenvironment. As such, they are in continuous movement to cover long distances and monitor large areas of the brain [67], and exhibit dynamic behavior and ability to quickly switch to an activated state and adopt anti- or pro-inflammatory phenotypes upon detection of danger [67]. However, with age, microglial homeostatic functions are gradually disrupted. Possibly due to previous exposure to harmful factors, aging microglia are often reported as being primed or reactive and can respond in a more robust and sustained manner to an insult [67, 68], while showing reduced phagocytosis activity [69]. Similar functional changes are also reported in senescent microglia induced by increased proliferation in a mouse model of AD [70], suggesting cellular senescence could constitute a common source of age-related functional alterations in the context of neurodegenerative diseases. Our transcriptomic data shows that chemically induced senescent microglia are characterized by a signature reminiscent of aging microglia, including differential regulation of many genes related to cell motility, cell cycle arrest, increased production of and response to cytokines. To date, the mechanisms through which senescence affects cellular function remain elusive. It has been proposed that changes in the homeostatic gene expression profile that occurs with age could explain these phenotypical changes [10]. Age-related sustained microglial activation could also be explained by the enhancing effect of SASP components, namely IL-6 and IL-8 [71]. In our study, both cytokines are released upon SLO treatment. It has been reported that SASP factors can reinforce senescence in both autocrine and paracrine fashion. In this context, the use of cocultures of microglia and neurons would help to elucidate the role of senescence in brain aging. Some evidence suggest that with age, neurons adopt a senescence-like phenotype and studies conducted in rodents showed that neurons can acquire a SASP-like phenotype and induce premature paracrine senescence in embryonic fibroblasts [72, 73]. Cocultures of neurons and microglia could provide additional insight in this regard.

Analysis of calcium activity in microglia has been used to study their state of activation, as intracellular calcium signaling allows to coordinate and perform microglial executive functions [74]. Results from a study conducted in mice revealed age-related changes in intracellular calcium signaling [66]. In this paper, the authors identified in middle-aged mice a subpopulation of microglia showing a more reactive phenotype and characterized by increased spontaneous calcium transients. This population of cells was more abundant than in young animals. Interestingly, this phenomenon was further exacerbated in old mice, in which another microglia subpopulation characterized by a more senescent or dysfunctional phenotype was reported, with faster migration of microglial processes toward ATP-sources albeit in a more disorganized manner [66]. In our work, we show that although SLO-treated cells still display robust calcium activity in response to ATP, they exhibit calcium dynamics distinct from VEH-treated cells. This could have an impact on phagocytosis proficiency, cellular motility, and the metabolic state of SLO-treated microglia. However, a clear link between dysfunctional calcium signaling and microglial functions in our system has yet to be determined.

Nuclear and DNA integrity, as well as autophagy, are essential elements of healthy cells, and their disruption often results in accelerated aging and progression of degenerative diseases. In this paper, we report that perturbation of such mechanisms leads to senescence in human immortalized microglia cells. Furthermore, the three different molecules composing the SLO cocktail not only affect these three key elements at once, but they could also synergize, and cause even deeper disturbances (Figure 6). For instance, the main function of Lopinavir is to block the production of mature Lamin A via inhibition of the enzyme ZMPSTE24 [36], in turn disrupting the nuclear lamina architecture. However, loss of Lamin A has also been associated with impaired DNA damage repair and increased vulnerability to DNA-damaging agents, such as oxidative stress [75]. Additionally, O-151 acts as an inhibitor of oxoguanine glycosylase OGG1, a key component of oxidative DNA damage repair [32]. Thus, the two molecules could act in concert to both cause DNA damage and disrupt DNA repair, leading to accumulation of chromatin fragments and their release into the cytoplasm. Furthermore, by blocking autophagy, SBI-0206965 leads to the accumulation of dysfunctional proteins and organelles [76], including the nucleus, leading to further accumulation of DNA and mitochondria damages, thus causing an increase in ROS production. While HMGB1 could act as a direct mediator of inflammation in the extracellular space [77], the cGAS-STING signaling pathway could induce transcription of inflammatory cytokines of the SASP via the transcription factors IRF3 and NF-*κ*B, and p21-dependent cell cycle block [78]. Further studies are required to dissect the complexity of this network and help clarify the cellular mechanisms triggered by the SLO cocktail.

Despite presenting obvious advantages such as easy and reproducible handling and a high rate of proliferation, the use of immortalized cell lines is a limitation to study the effects of aging and senescence on cellular functions. HMC3 cells were generated via immortalization of human microglia by SV40T transfection [79] and as such, we cannot exclude that the method used for immortalizing HMC3 cells, which disrupts the p53 and Rb pathways, interferes with the gene expression of some of the cyclins and other cell-cycle related genes. For instance, the key cell cycle arrest and senescence gene CDKN2A (p16^INK4A^) is not upregulated in our system. This suggests that the cells are in a “pre-p16^INK4A^ engagement” phase, as p16^INK4A^ is often induced in the later stages of senescence, whereas p21 is activated much earlier and is sufficient to induce cell cycle arrest. Furthermore, HMC3 cells display lower phagocytic activity than primary microglia [42] and some studies also reported that expression of the inflammatory mediators IL-1*β*, IL-6, TNF*α*, iNOS, VEGF, and TGF*β*1 could only be confirmed at the mRNA levels but were not observed at the protein level [42, 80, 81], as we also report to some extent in our work. 

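CDKN2A (chromosome 9, 21967752 to 21995301) went from 101.3 ± 3.45 CPM in VEH (mean ± SD, n = 3) to 84.8 ± 2.50 in SLO ½ and 79.6 ± 0.776 in SLO. The fall was called in SLO (log2 fold change −0.35, standard error 0.0441, adjusted p = 6.77e-08, with log2 fold changes of −0.37 to −0.27 over the alternatives) and in SLO ½ (log2 fold change −0.26, standard error 0.0436, adjusted p = 1.3e-05), and the doses did not differ (log2 fold change −0.090, standard error 0.0446, adjusted p = 0.111). Counts per gene sum the p16 and ARF transcripts of this locus, which share exons, so a change of either alone cannot be read from them.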

Finally, the HMC3 immortalization process also altered some original microglial antigenic characteristics, such as the loss of expression at basal level of CD68 and CD11b, two markers of activated microglia [42]. Moving forward, the use of iPSC-derived microglia would be a preferred human microglial model, as it more closely resembles primary microglia. However, immortalized cells tend to be easier to culture than iPSC cultures and have been modified to proliferate indefinitely suggesting that SLO concentrations would need to be adjusted to induce cellular senescence while avoiding toxicity and induction of cellular death.

The combination of a renewable source of microglia, with a reliable protocol to induce cellular senescence, will help gain insight into the potential role of microglial senescence in the aging brain and the progression of neurodegenerative disorders.

## Figures and Tables

**Figure 1:**
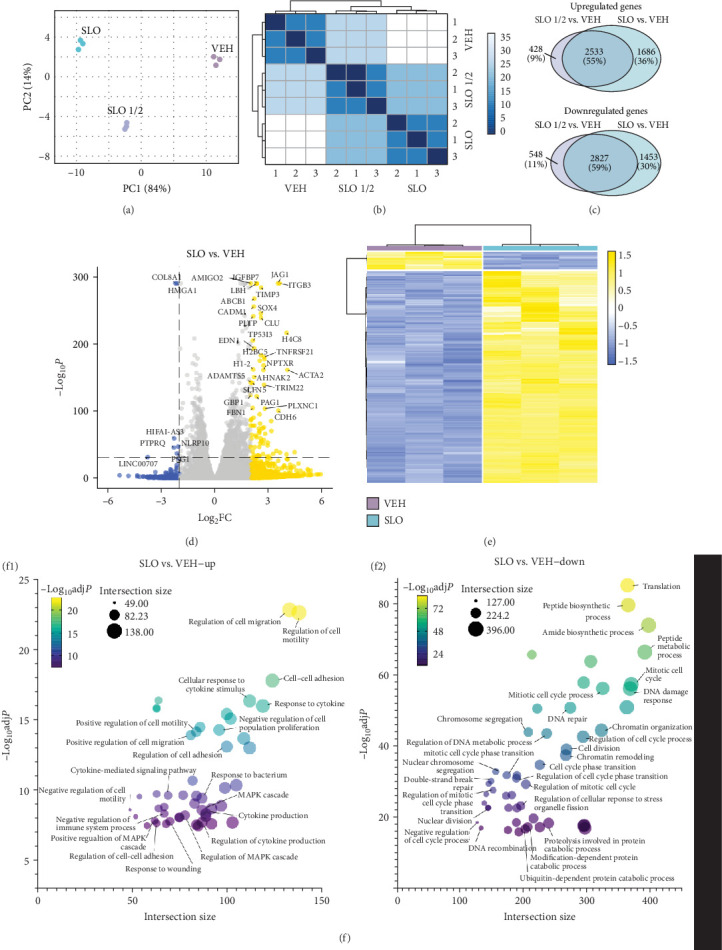
Bulk RNA-seq analysis of HMC3 response to the SLO treatment. (a) PCA plot of vehicle (VEH) control, SLO half dose (SLO ½), and SLO full dose (SLO) show good separation by their top two principal components. (b) Hierarchical clustering of VEH, SLO ½, and SLO representing Euclidean distances among samples. (c) Venn diagrams of upregulated (top) and downregulated (bottom) in SLO ½ vs. VEH and SLO vs. VEH comparisons. The intersections represent common differentially regulated genes among conditions. (d) Volcano plot illustrating differentially regulated genes in SLO vs. VEH (Log_2_FC > 2 and −Log_10_*P*  > 32). (e) Heatmap of differentially expressed genes in SLO vs. VEH (Log_2_FC > 2 and adjusted *P*-value < 0.001). (f) Bubble plot showing the top 50 enriched gene ontology (GO) terms for upregulated (f1) or downregulated (f2) genes in SLO vs. VEH. Further information can be found in Supporting Information 1: Tables S4 and S5.

**Figure 2:**
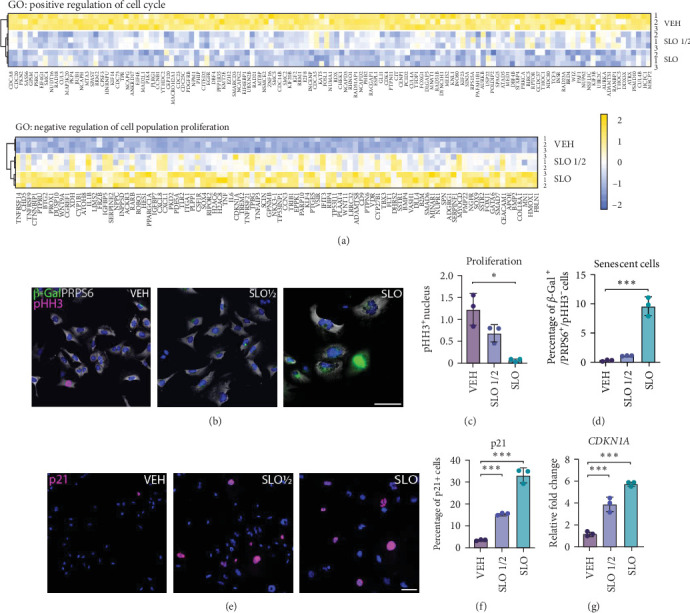
SLO full dose but not half dose promotes cell cycle arrest and features of cellular senescence in HMC3 cells. (a) Expression profile of differentially regulated genes belonging to the positive regulation of cell cycle (top) and negative regulation of cell population proliferation (bottom) gene ontology terms. (b) Representative fluorescence images showing microglia treated with VEH, SLO ½, and SLO costained with *β*-Gal, pHH3, and PRPS6. DAPI (blue) is used as nuclear counterstaining. (c) Cell proliferation quantified as the number of pHH3-positive nucleus over the total number of cells. (d) Percentage of senescent cells quantified as the percentage double-positive *β*-Gal and PRPS6 cells but negative for pHH3. (e) Representative fluorescence images showing p21 positive cells in microglia treated with VEH, SLO ½, and SLO. DAPI (blue) is used as nuclear counterstaining. (f) Quantification of the percentage of p21 positive cells over total number of cells. (g) RT-qPCR quantification of relative gene expression of the p21 coding gene *CDKN1A* in microglia treated with VEH, SLO ½, or SLO. Data for all graphs are represented as mean ± SD. (*⁣*^*∗*^*p* < 0.05; *⁣*^*∗∗*^*p* < 0.01; *⁣*^*∗∗∗*^*p* < 0.001 by one-way ANOVA, *n* = 3 independent experiments). Scale bar = 100 μm (low magnification) and 20 μm (high magnification).

**Figure 3:**
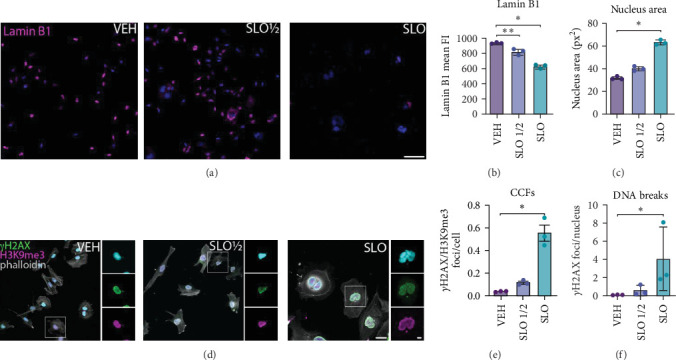
SLO full dose but not half dose induces changes in nuclear morphology and architecture characteristic of cellular senescence. (a) Representative fluorescence images showing microglia treated with VEH, SLO ½, and SLO stained with Lamin B1. DAPI (cyan) is used as nuclear counterstaining. (b) Quantification of Lamin B1 fluorescence intensity in the nucleus. (c) Nucleus area determined by core surface area (px^2^). Each point corresponds to the mean ± standard deviation of the core area of 15 microglia. (d) Representative fluorescence images showing microglia treated with VEH, SLO ½, and SLO costained with *γ*H2AX, H3K9me3, and phalloidin. DAPI (blue) is used as nuclear counterstaining. (e) Number of cellular cytoplasmic chromatin fragments determined as the number of *γ*H2AX/H3K9me3-positive foci per cell in the cytoplasm only. (f) Number of DNA double-strand breaks measured as number of *γ*H2AX-positive foci per nucleus delineated by DAPI. Each point corresponds to the mean ± the standard deviation of the number of *γ*H2AX foci per nucleus of 15 microglia. Data for all graphs are represented as mean ± SD. (*⁣*^*∗*^*p* < 0.05; *⁣*^*∗∗*^*p* < 0.01; *⁣*^*∗∗∗*^*p* < 0.001 by one-way ANOVA, *n* = 3 independent experiments). Scale bar = 100 μm (low magnification) and 20 μm (high magnification).

**Figure 4:**
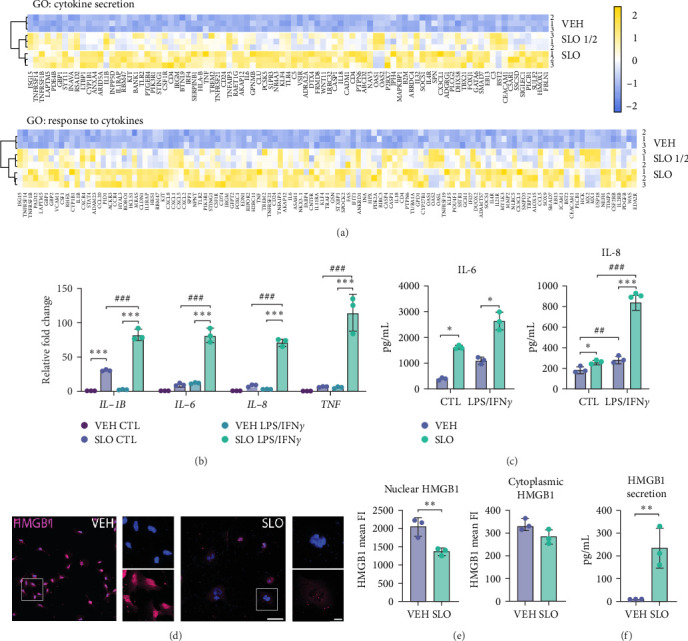
SLO-treated HMC3 show an overly reactive, proinflammatory profile. (a) Expression profile of differentially regulated genes belonging to the cytokine secretion (top) and negative regulation of response to cytokines (bottom) gene ontology terms. (b) RT-qPCR quantification of relative gene expression of SASP-associated genes (*IL-1B*, *IL-6*, *IL-8*, and *TNF*) in microglia treated with VEH or SLO either stimulated with proinflammatory stimulation (LPS/IFN*γ*) or untreated (CTL). (c) Protein concentration (pg/mL) of IL-6 and IL-8 in culture medium from microglia treated with vehicle (VEH) or senescence molecules (SLO) either stimulated with proinflammatory molecules (LPS/IFN*γ*) or untreated (CTL), measured by ELISA. (d) Representative fluorescence images showing microglia treated with VEH and SLO stained with HMGB1. DAPI (blue) is used as nuclear counterstaining. (e) Quantification of HMGB1 fluorescence intensity in the nucleus and in the cytoplasm. (f) Protein concentrations (pg/mL) of HMGB1 secreted in culture medium from microglia treated with VEH and SLO, measured by ELISA. Data for all graphs are represented as mean ± SD. (*⁣*^*∗*^*p* < 0.05; *⁣*^*∗∗*^*p* < 0.01; *⁣*^*∗∗∗*^*p* < 0.001 by one-way ANOVA, *n* = 3 independent experiments; ^##^*p* < 0.01; ^###^*p* < 0.001; compared to the CTL group). Scale bar = 100 μm (low magnification) and 20 μm (high magnification).

**Figure 5:**
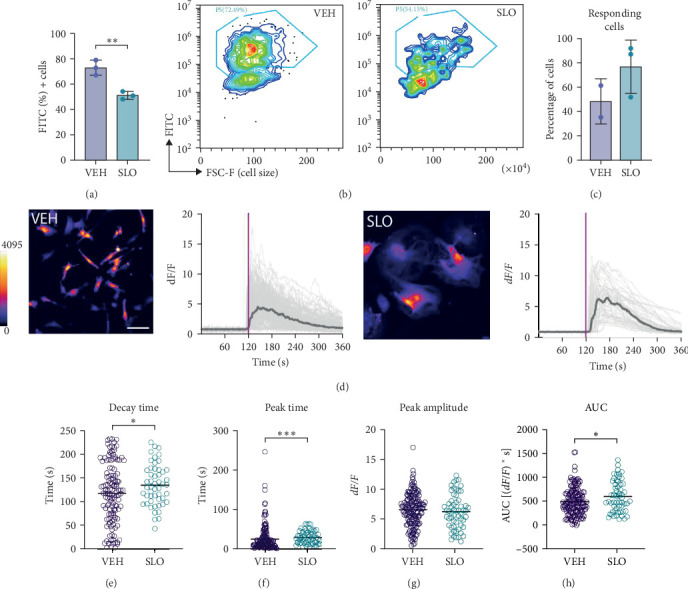
SLO-treated microglia show an aberrant functionality. (a) Phagocytosis efficiency determined by the percentage of cells that incorporated fluorescent beads by flow cytometry. (b) Flow cytometry analysis showing the incorporation of fluorescein isothiocyanate (FITC)–labeled beads by microglia after treatment with VEH or SLO. (c) Quantification of the percentage of cells responding to ATP stimulation. Data are presented as mean ± SD. (d) Individual cells (light gray) and average traces (dark gray) Ca^2+^ responses elicited by administration of 100 nM of ATP (purple line) in control vehicle and SLO-treated HCM3 cells. Insets show representative MIP confocal images of the Ca^2+^ level in HMC3 cells loaded with 1 µM Ca^2+^ indicator Fluo-4 AM. Representative images of the Fluo-4 AM signal is pseudo colored. Corresponding videos are available as Supporting Information 1: Videos S1 and S2. (e–h) Scatter plots showing 90%/10% decay time (e), peak time (f), peak amplitude (g), and area under the curve (AUC, h) measurements for *n* = 156 vehicle- and *n* = 58 SLO-treated cells, collected from *N* = 2 (VEH) and *N* = 3 (SLO) technical replicates. Data for all graphs are represented as mean ± SD. Scale bar = 50 μm. (*⁣*^*∗*^*p* < 0.05; *⁣*^*∗∗*^*p* < 0.01; *⁣*^*∗∗∗*^*p* < 0.001; compared to VEH).

**Figure 6:**
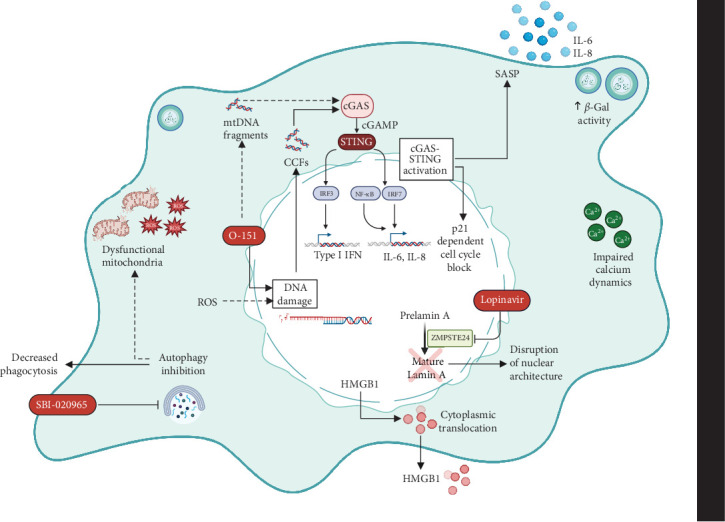
Targeting multiple homeostatic pathways via exposure to SLO mimics the multifactorial aspect of cellular senescence in microglia-like cells. Lopinavir blocks the production of mature Lamin A which disrupts the nuclear lamina architecture and is also associated with impaired DNA damage repair and increased vulnerability to DNA-damaging agents, such as oxidative stress. O-151 blocks oxoguanidine glycosylase OGG1, a key component of oxidative DNA damage repair. The two molecules could synergize, and both disrupt DNA damage repair leading to accumulation of cytoplasmic chromatin fragments (CCFs). As a blocker of autophagy, SBI-0206965 leads to accumulation of dysfunctional proteins and organelles, including the nucleus, leading to further accumulation of unrepairable DNA damage and mitochondria, causing an increase in reactive oxygen species (ROS) production. Excessive ROS can lead to further mitochondrial and irreparable nuclear DNA damage. Finally, accumulation of DNA damage can cause a catastrophic chain of events that could culminate in HMGB1 secretion, and/or activation of the cGAS-STING pathway, in response to CCF accumulation and mitochondrial DNA (mtDNA) fragments. Created in BioRender. Drouin-Ouellet, J. (2025) https://BioRender.com/u67m898.

## Data Availability

RNA-seq raw data have been deposited at GEO and are publicly available (GSE275256). Other results and raw data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Chemically Induced Senescence Prompts Functional Changes in Human Microglia-Like Cells
**Source:** J Immunol Res. 2025 Feb 24;2025:3214633. doi: 10.1155/jimr/3214633
**Supplement:** Supporting Information 1 — Figure S1: bulk RNA-seq transcriptome analysis of HMC3 response to SLO ½ aging treatment. Figure S2: SLO treatment does not trigger cell death in HMC3 cells. Figure S3: SLO treatment triggers response to viruses and cGAS-STING pathway activation in microglia. Figure S4: ULK1 inhibitor SBI-0206965 is necessary and sufficient to induce phagocytosis impairment in microglia. Table S1: list of materials and reagents. Table S2: list of antibodies. Table S3: list of primers. Table S4: top 50 enriched GO terms for upregulated genes in SLO vs. VEH experiments. Table S5: top 50 enriched GO terms for downregulated genes in SLO vs. VEH experiments. Table S6: top 50 enriched GO terms for upregulated genes in SLO ½ vs. VEH experiments. Table S7: top 50 enriched GO terms for downregulated genes in SLO ½ vs. VEH experiments. Video S1: VEH timelapse. Video S2: SLO timelapse.

**Supplementary materials**

**
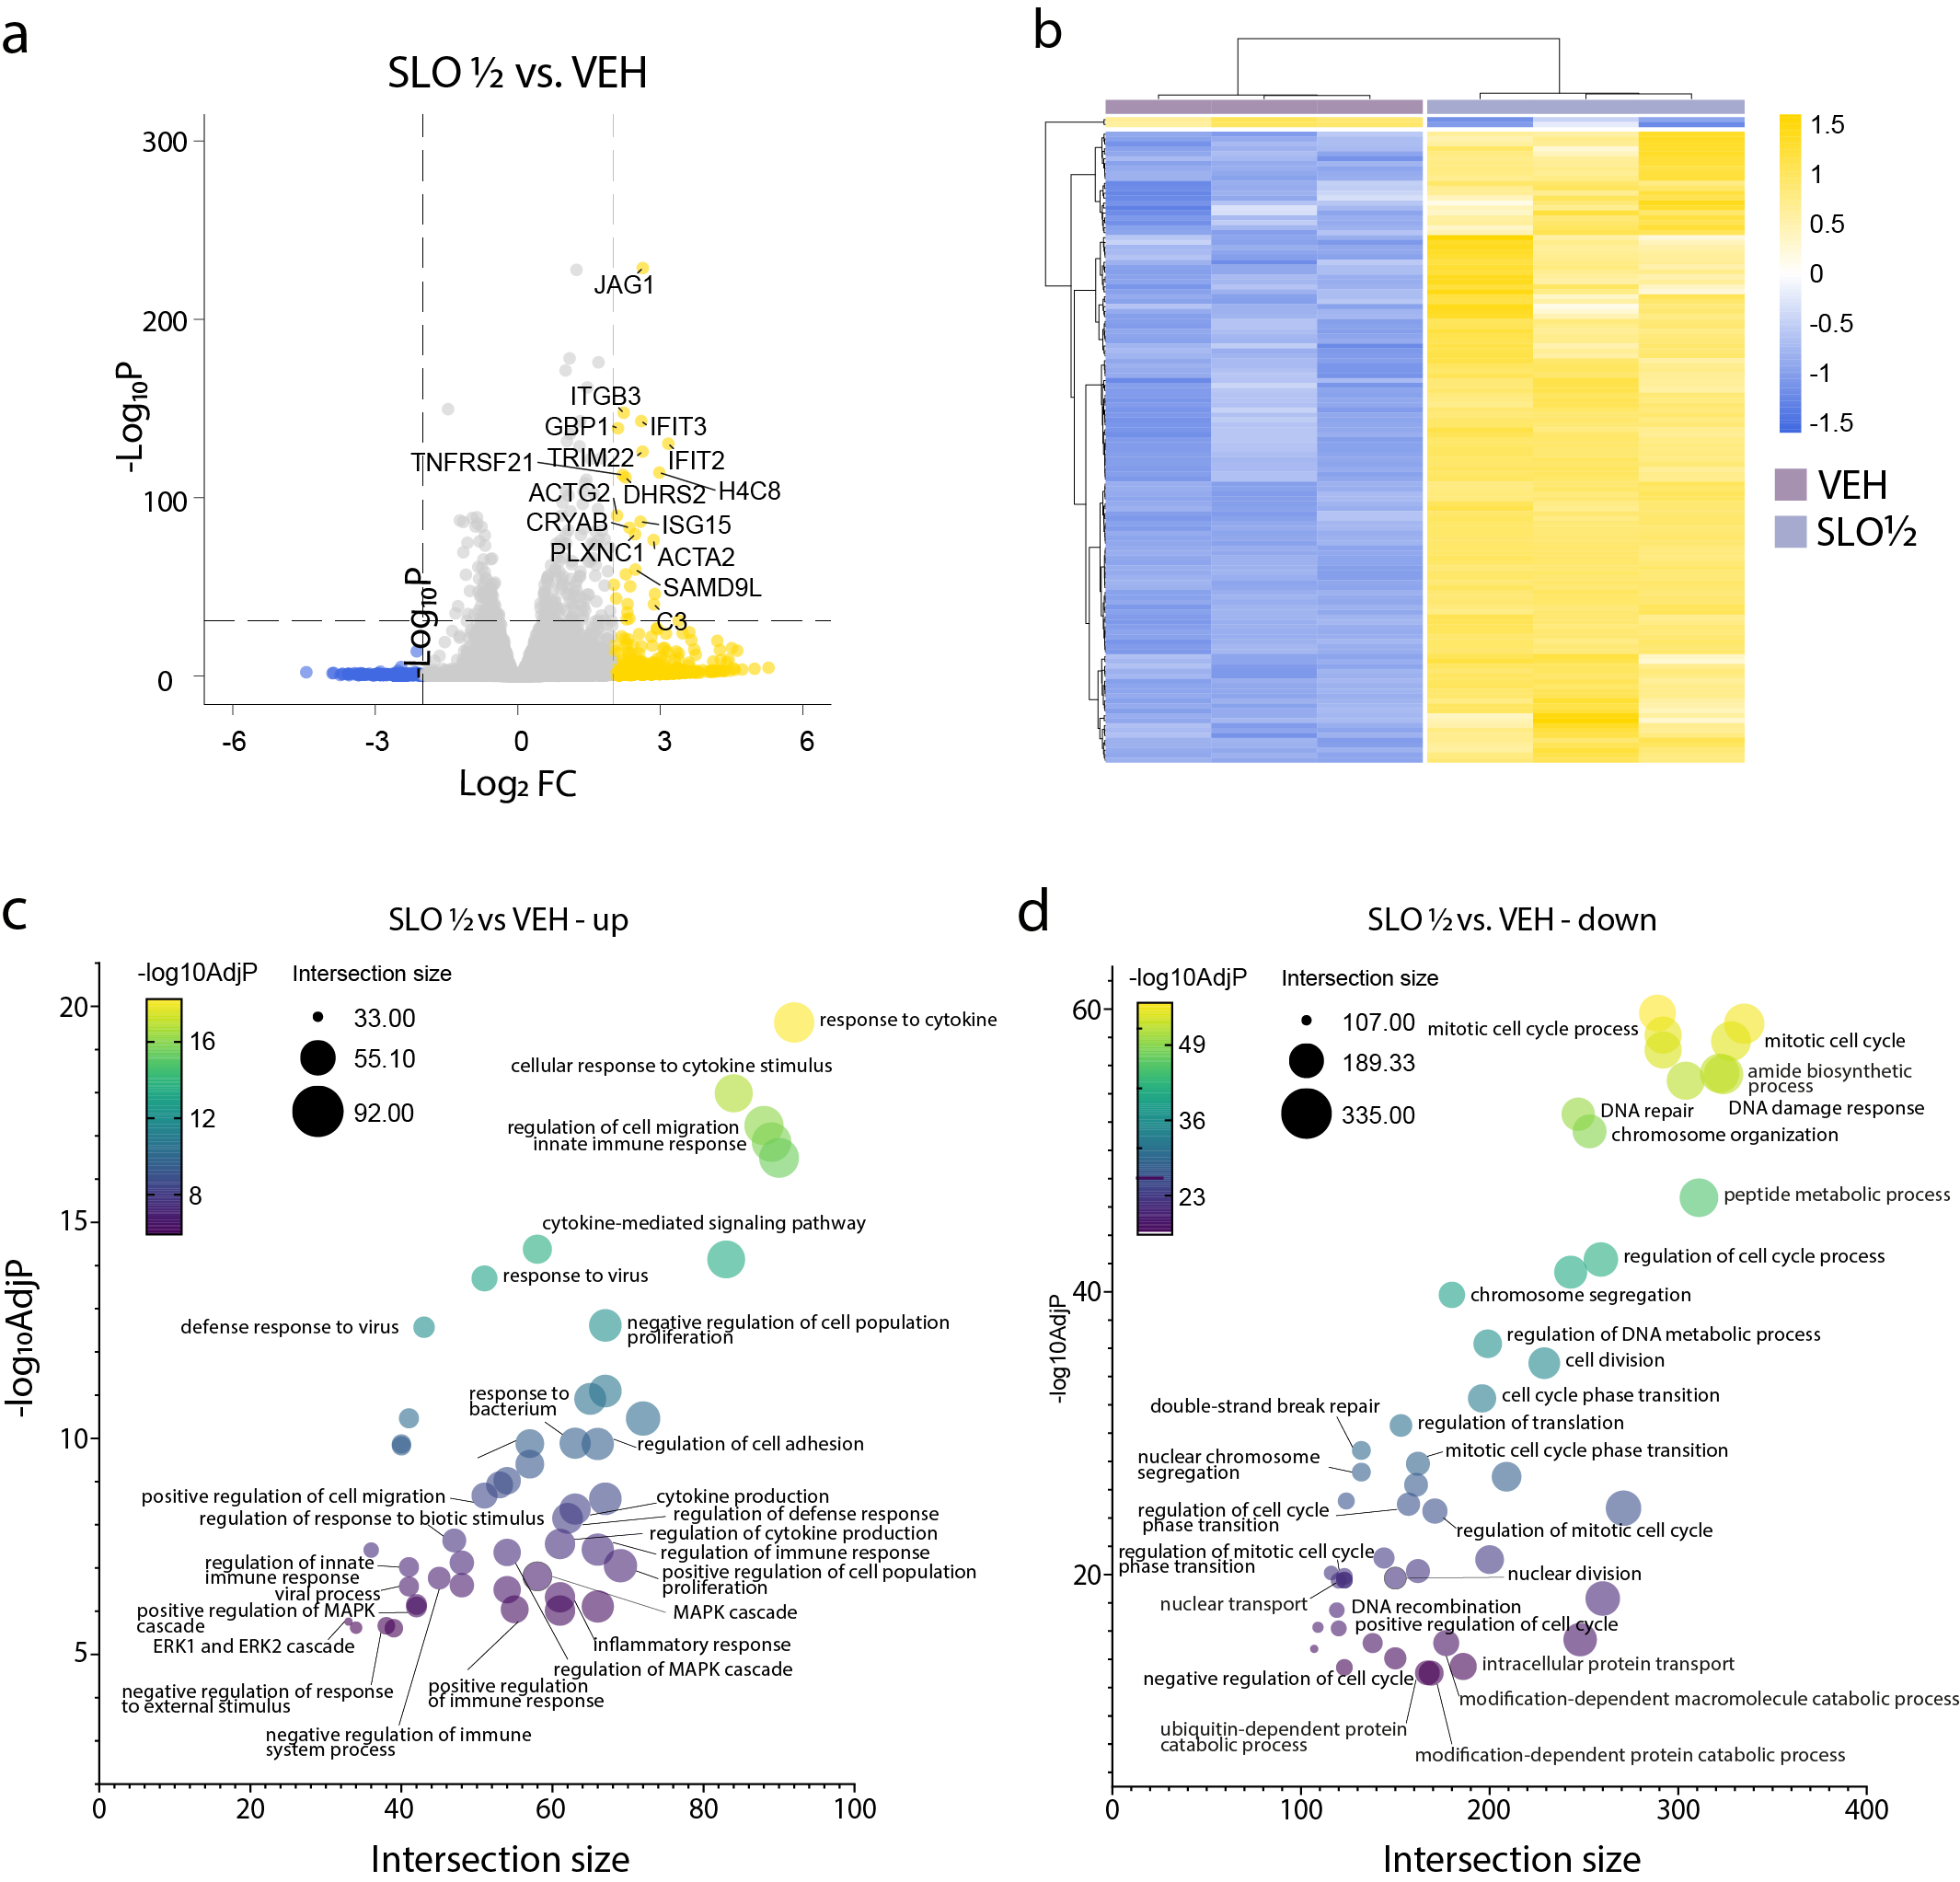
**

**Supplementary Figure 1. Bulk RNA-Seq transcriptome analysis of HMC3 response to SLO ½ ageing treatment*.*** (**a**) Volcano plot illustrating differentially regulated genes in SLO ½ vs VEH (Log_2_FC > 2 and -Log_10_P > 32). (**b**) Heatmap of differentially expressed genes in SLO ½ vs VEH (Log_2_FC > 2 and adjusted P-value < 0.001). (**c-d**) Bubble plot showing the top 50 enriched Gene Ontology (GO) terms for upregulated (**c**) or downregulated (**d**) genes in SLO ½ vs VEH. (Further information can be found in **Tables S6 and S7**).

**
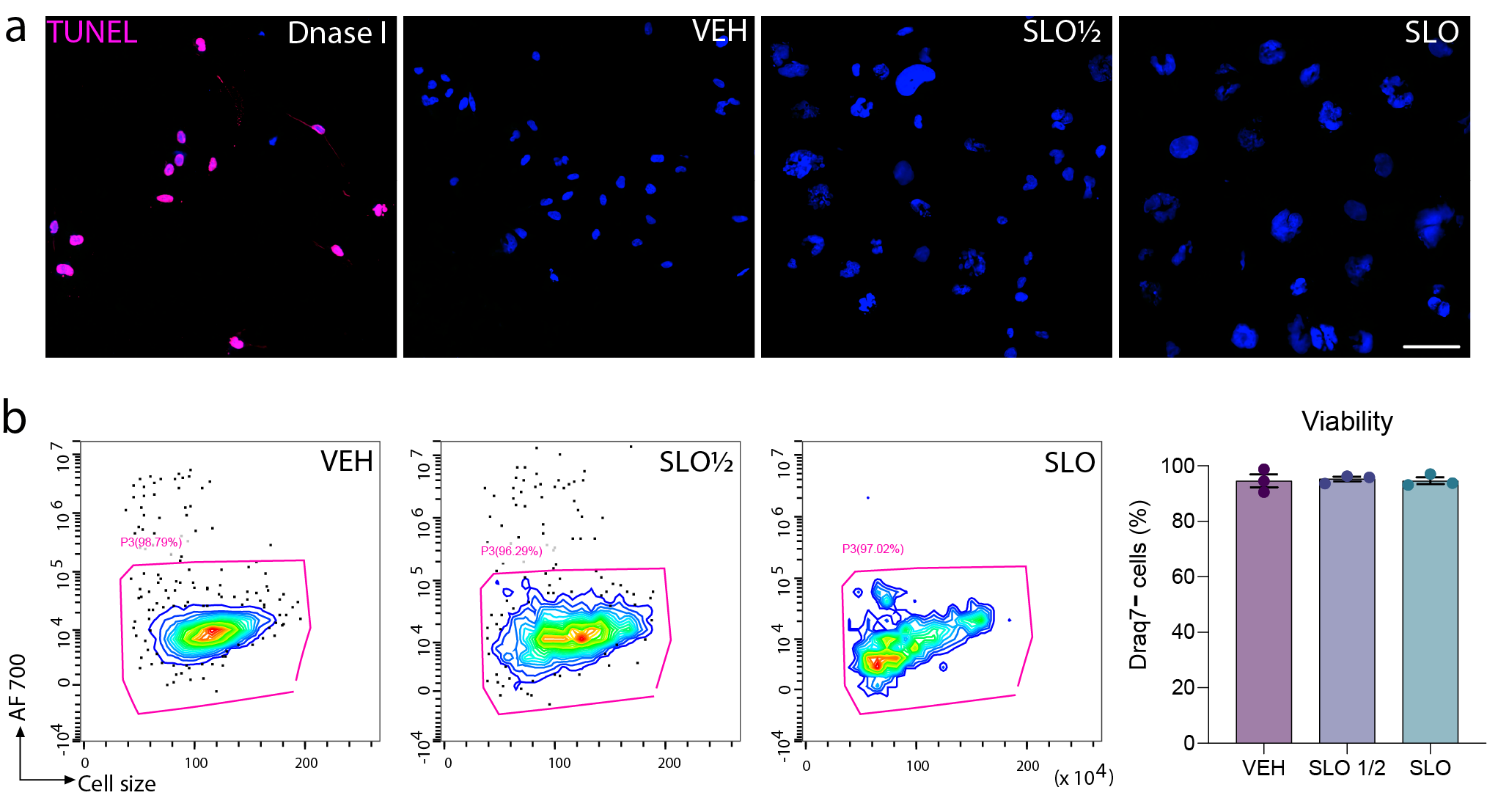
**

**Supplementary Figure 2. SLO treatment does not trigger cell death in HMC3 cells.** (**a**) Representative fluorescence images showing absence of TUNEL positive cells in VEH, SLO ½ and SLO treated HMC3 cells. HMC3 cells treated with DNase I were used as positive control, as per manufacturer recommendations. (**b**) Flow cytometry analysis of cell viability, shown as incorporation of the Draq7 probe by microglia after treatment with VEH, SLO ½ or SLO. Data are presented as mean ± SEM.

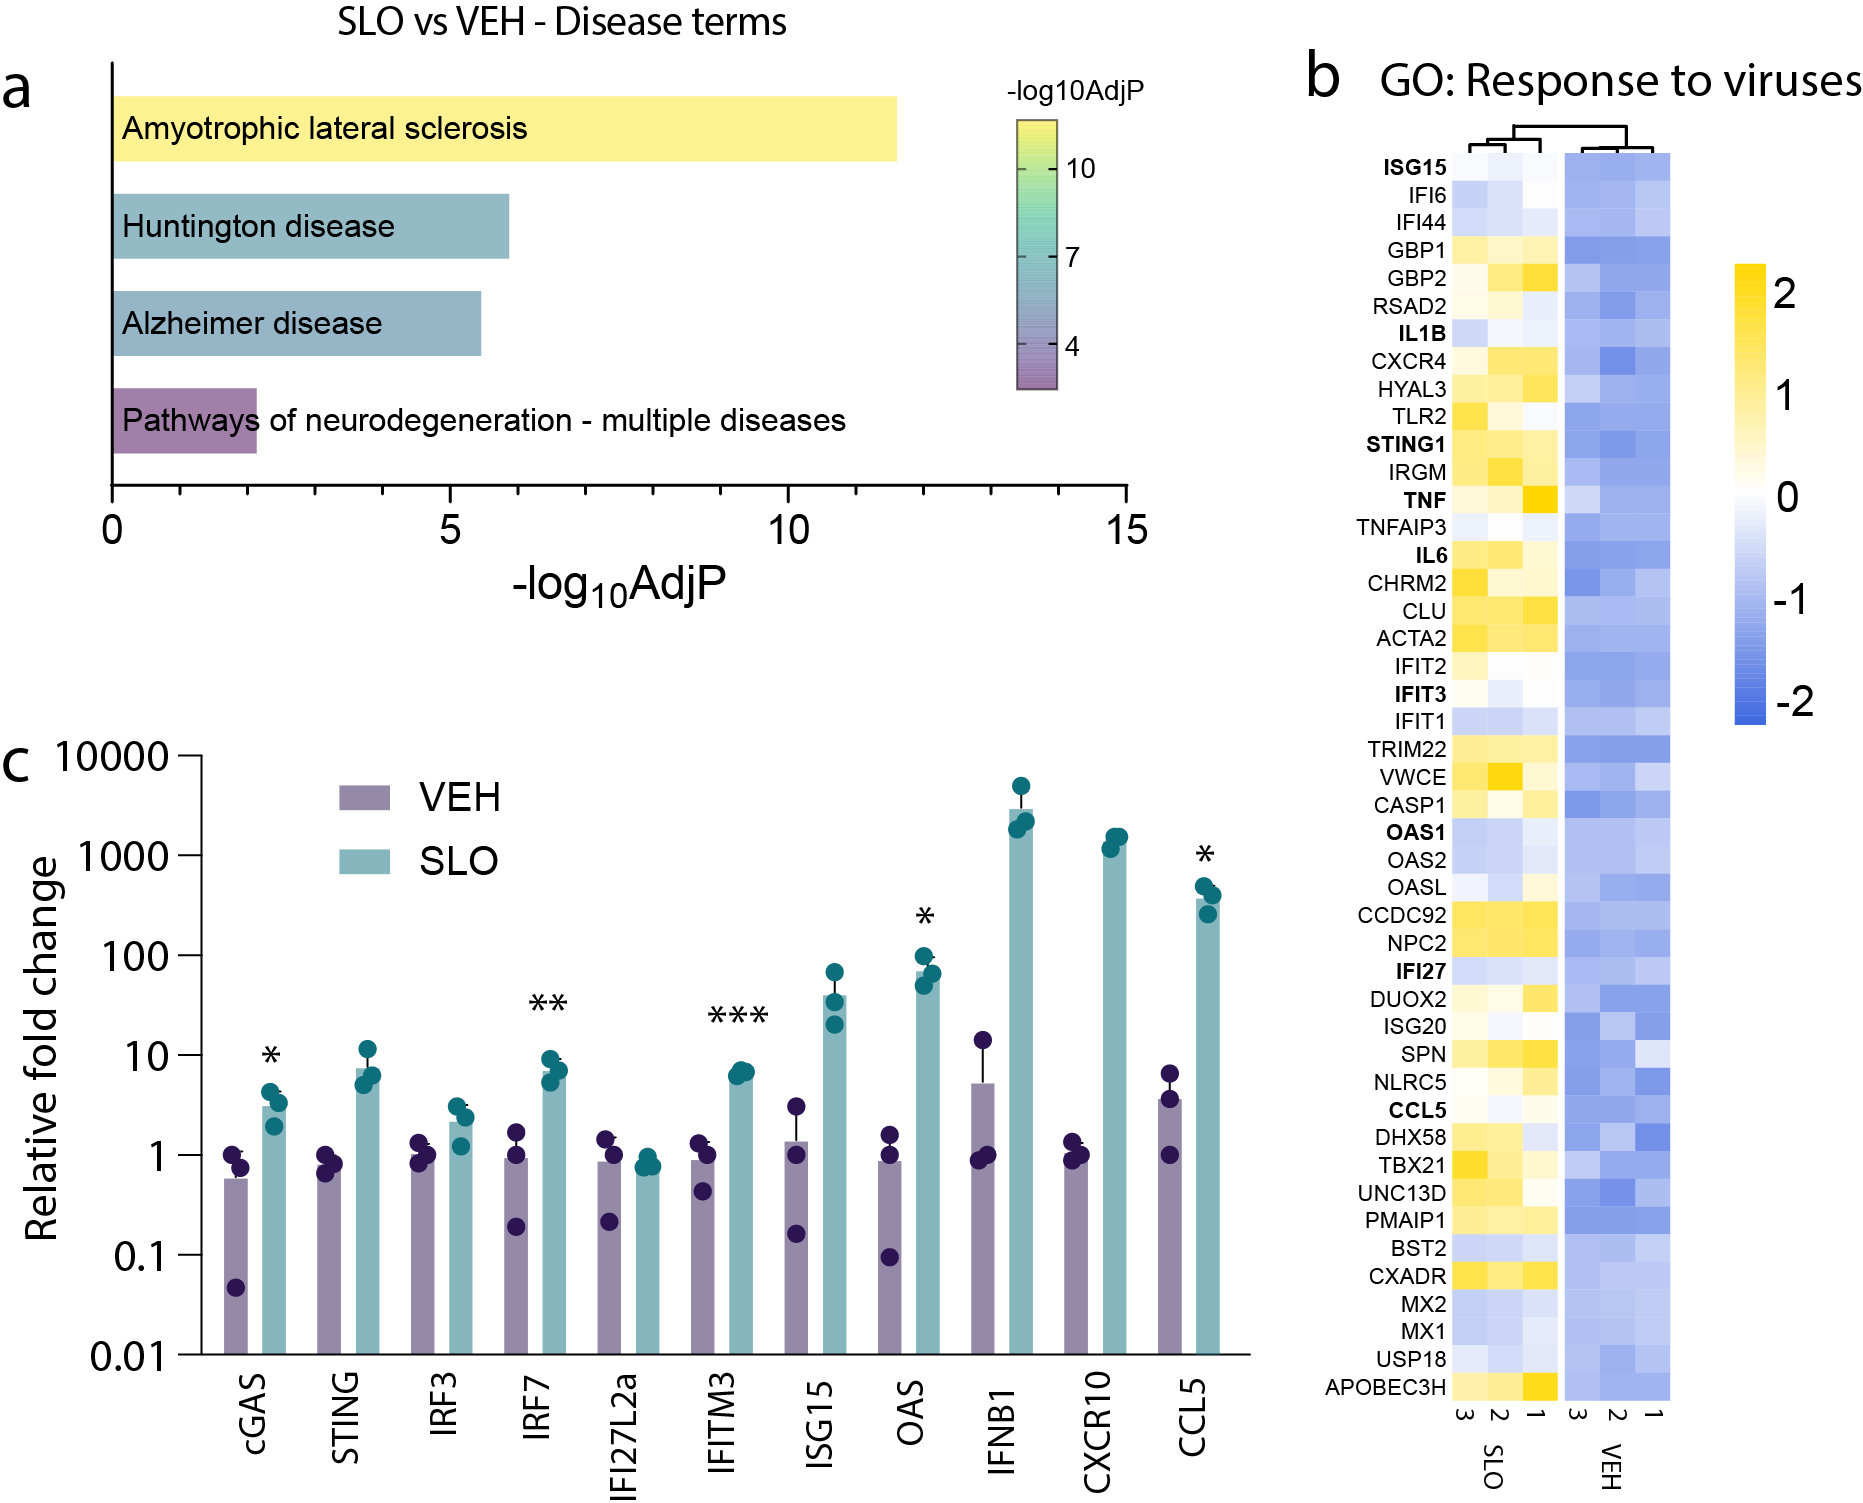

**Supplementary Figure 3. SLO treatment triggers response to viruses and cGAS-STING pathway activation in microglia.** (**a**) Gene Ontology (GO) terms related to Disease for upregulated genes in SLO vs VEH. (**b**) Expression profile of differentially regulated genes belonging to the “Response to viruses” gene ontology term in VEH and SLO treated HMC3. (**c**) RT-qPCR quantification of relative gene expression of cGAS, STING, and several downstream effectors in control VEH and SLO treated microglia.

**
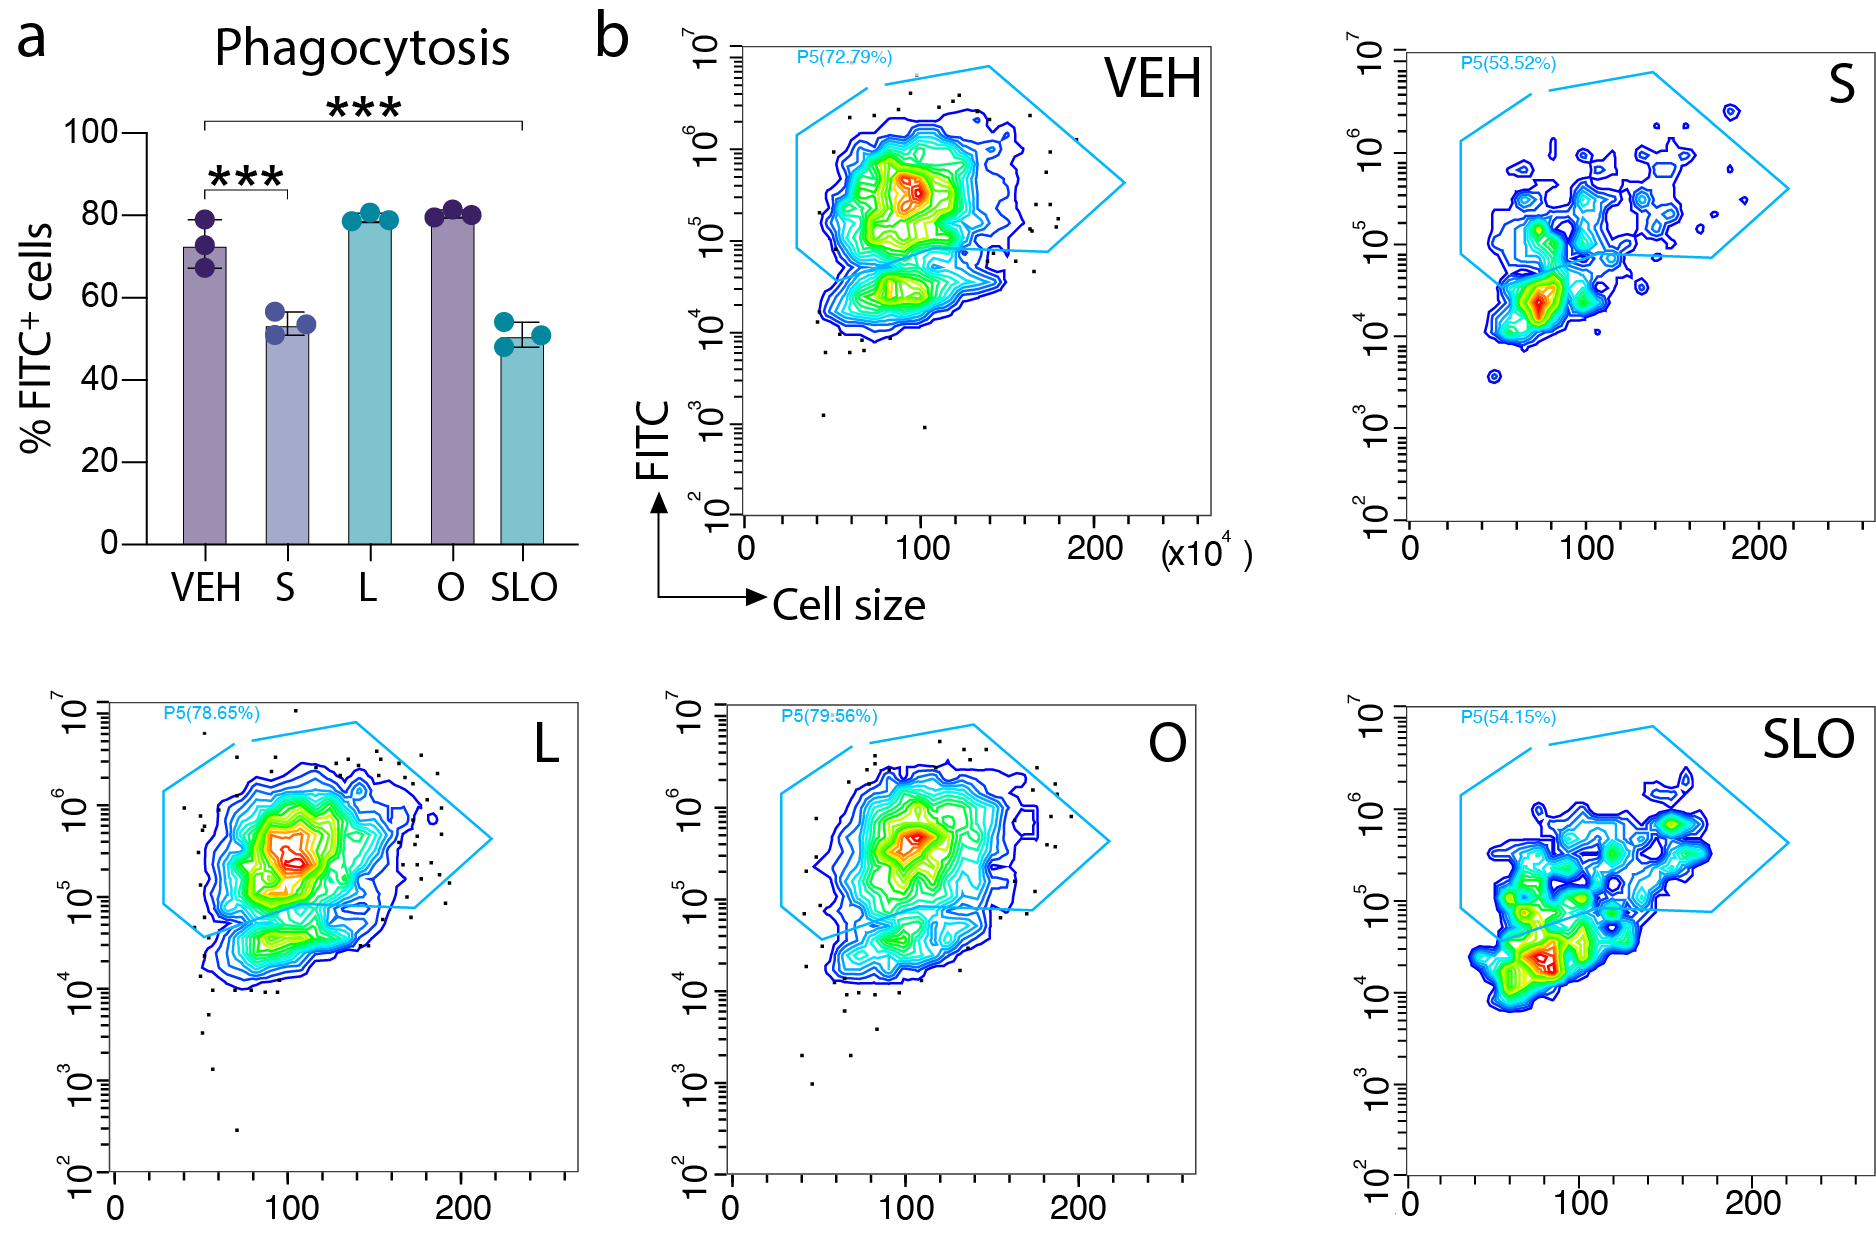
**

**Supplementary Figure 4. ULK1 inhibitor SBI-0206965 is necessary and sufficient to induce phagocytosis impairment in microglia.** (**a**) Flow cytometry analysis showing the incorporation of fluorescein isothiocyanate-labelled (FITC) beads by microglia after treatment with VEH, SBI-0206965

(S), Lopinavir (L), O-151 (O) or SLO. (**b**) Phagocytosis efficiency is determined by the percentage of cells that incorporated FITC fluorescent beads by flow cytometry.

**Table S1. List of materials and reagents**

| **Reagent Name** | **Company** | **Catalogue number** |
| --- | --- | --- |
| Human embryonic Microglia Clone 3 (HMC3) | ATCC | CRL-3304 |
| Eagle’s Minimum Essential Medium (EMEM) | Wisent | 320-026-CL |
| Foetal bovine serum (FBS) | Wisent | 090-150 |
| penicillin/streptomycin solution (P/S) | GIBCO | 15140122 |
| Trypsin-EDTA | GIBCO | 15400054 |
| Hausser Scientific™ Bright Line™ Counting Chamber | ThermoFisher | 02-671-51B |
| Gelatine | Sigma | ES-006-B |
| Dimethyl Sulfoxide (DMSO) | Sigma | D1435 |
| SBI-0206965 | StemCell | 100-0270 |
| O-151 | Carbosynth | BOI168359 |
| Lopinavir | Sigma | SML1222 |
| CellEventTM Senescence Green Detection Kit | ThermoFisher | C10850 |
| 4',6-diamidino-2-phenylindole (DAPI) | Sigma | D9542 |
| PFA | Sigma | P6148 |
| Click-IT TUNEL Alexa Fluor^TM^ Imaging Assay | ThermoFisher | C10247 |
| Triton-X-100 | Sigma | x100 |
| BSA | Sigma | A9418 |
| Donkey serum | Cederlane | 017-000-121 |
| 0.75μm fluorescent carboxylate microspheres | Cederlane | 776610 |
| 8-well, glass-bottomed microchambers | ThermoFisher | 154453 |
| Fluo-4 AM | ThermoFisher | F14202 |
| Pluronic acid | ThermoFisher | P6867 |
| Adenosine 5′-triphosphate disodium salt hydrate (ATP) | Sigma | A2383-5G |
| Lipopolysaccharide from Escherichia coli  0111:B4 (LPS) | Cedarlane | TLRL-3PELPS |
| Human IFN gamma Recombinant Protein | ThermoFisher | PHC4031 |
| Protease inhibitor | Sigma | 11836170001 |
| IL6 ELISA kit | R&D | DY206-05 |
| IL8 ELISA kit | R&D | DY20805 |
| RNeasy MicroKit | Qiagen | 74004 |
| SuperScriptTM VILO^TM^ Mastermix | ThermoFisher | 11755250 |
| PowerUpTM SYBR^TM^ Green Master Mix | ThermoFisher | A25741 |

**Table S2. List of antibodies**

| **Antibody** | **Company** | **Species** | **Dilution** | **Reference number** |
| --- | --- | --- | --- | --- |
| Cy3-conjugated AffiniPure Donkey Anti-Rabbit IgG | Cedarlane | Donkey | 1: 200 | 711-165-152 |
| Cy5-conjugated AffiniPure Donkey Anti-Mouse IgG | Cedarlane | Donkey | 1: 200 | 715-175-150 |
| Cy5-conjugated AffiniPure Donkey Anti-Rabbit IgG | Cedarlane | Donkey | 1: 200 | 711,175,152 |
| γH2AX | Milipore | Mouse | 1 : 500 | 05-636 |
| H3K9me3 | Abcam | Rabbit | 1: 2000 | AB-176916 |
| p16 | Thermo | Mouse | 1 : 200 | MA517054 |
| p21 | Abcam | Rabbit | 1 : 500 | AB-51243 |
| pHH3 | Cell signaling | Mouse | 1 : 400 | 9706S |
| pRPS6 | Cell signaling | Rabbit | 1: 800 | 4858S |
| HMGB1 | Abcam | Mouse | 1 : 1000 | AB-190377 |
| Lamin B1 | Abcam | Rabbit | 1 : 500 | AB-16048 |

**Table S3. List of primers**

| **Gene** | **Primer** | **Sequence** |
| --- | --- | --- |
| ACTIN | Forward | CCTTGCACATGCCGGAG |
|  | Reverse | GCACAGAGCCTCGCCTT |
| GAPDH | Forward | TTGAGGTCAATGAAGGGGTC |
|  | Reverse | GAAGGTGAAGGTCGGAGTCA |
| IL-1β | Forward | GAAGCTGATGGCCCTAAACA |
|  | Reverse | AAGCCCTTGCTGTAGTGGTG |
| IL-6 | Forward | AGACAGCCACTCACCTCTTCAG |
|  | Reverse | TTCTGCCAGTGCCTCTTTGCTG |
| IL8 | Forward | GAGAGTGATTGAGAGTGGACCAC |
|  | Reverse | CACAACCCTCTGCACCCAGTTT |
| TNFα | Forward | CTGCTGCACTTTGGAGTGAT |
|  | Reverse | AGATGATCTGACTGCCTGGG |

**Table S4. Top 50 enriched GO terms for upregulated genes in SLO vs. VEH experiments.**

**Table S5. Top 50 enriched GO terms for downregulated genes in SLO vs. VEH experiments.**

**Table S6. Top 50 enriched GO terms for upregulated genes in SLO ½ vs. VEH experiments.**

**Table S7. Top 50 enriched GO terms for downregulated genes in SLO ½ vs. VEH experiments.**

**Supplementary video legends**

**Supplementary Video S1. Control VEH condition calcium imaging timelapse.** Representative confocal time lapse images of Ca^2+^ levels in HMC3 cells loaded with 1µM Ca^2+^ indicator Fluo-4 AM. Cells were recorded at 1Hz, over the course of 360 sec. The initial 120 frames were used to define baseline activity, calcium dynamics elicited by 100nM ATP administration were then recorded throughout the following 240 frames. Scale bar = 100μm.

**Supplementary Video S2. SLO treatment condition calcium imaging timelapse.** Representative confocal time lapse images of Ca^2+^ levels in HMC3 cells loaded with 1µM Ca^2+^ indicator Fluo-4 AM. Cells were recorded at 1Hz, over the course of 360 sec. The initial 120 frames were used to define baseline activity, calcium dynamics elicited by 100nM ATP administration were then recorded throughout the following 240 frames. Scale bar = 100μm.

# Supplementary material for: Chemically Induced Senescence Prompts Functional Changes in Human Microglia-Like Cells
**Source:** J Immunol Res. 2025 Feb 24;2025:3214633. doi: 10.1155/jimr/3214633
**Supplement:** Supporting Information 3 — File 2: RNA-Seq_Raw reads and mapping statistics for RNA-seq libraries.

| Library                  | Reads      | Filtered   | %   | Mapped     | %    | rRNA    | %   | Coverage (X)† |
|--------------------------|------------|------------|-----|------------|------|---------|-----|---------------|
| VEH_1                    | 19,802,471 | 19,801,544 | 100 | 19,626,716 | 99.1 | 146,277 | 0.7 | 29.46         |
| KAPA RNA HyperPrep PolyA |            |            |     |            |      |         |     |               |
| VEH_2                    | 19,470,155 | 19,469,188 | 100 | 19,289,257 | 99.1 | 165,012 | 0.8 | 28.6          |
| KAPA RNA HyperPrep PolyA |            |            |     |            |      |         |     |               |
| VEH_3                    | 24,250,908 | 24,249,174 | 100 | 24,018,005 | 99   | 182,154 | 0.8 | 35.54         |
| KAPA RNA HyperPrep PolyA |            |            |     |            |      |         |     |               |
| SLO_1-2_1                | 21,779,590 | 21,777,880 | 100 | 21,563,493 | 99   | 225,098 | 1   | 30.88         |
| KAPA RNA HyperPrep PolyA |            |            |     |            |      |         |     |               |
| SLO_1-2_2                | 21,754,903 | 21,754,000 | 100 | 21,549,169 | 99.1 | 237,685 | 1.1 | 30.53         |
| KAPA RNA HyperPrep PolyA |            |            |     |            |      |         |     |               |
| SLO_1-2_3                | 20,442,181 | 20,441,141 | 100 | 20,249,462 | 99.1 | 190,983 | 0.9 | 29.2          |
| KAPA RNA HyperPrep PolyA |            |            |     |            |      |         |     |               |
| SLO_1_1                  | 19,801,262 | 19,800,237 | 100 | 19,607,734 | 99   | 199,372 | 1   | 27.67         |
| KAPA RNA HyperPrep PolyA |            |            |     |            |      |         |     |               |
| SLO_1_2                  | 20,434,850 | 20,433,874 | 100 | 20,237,521 | 99   | 200,762 | 1   | 27.92         |
| KAPA RNA HyperPrep PolyA |            |            |     |            |      |         |     |               |
| SLO_1_3                  | 18,177,919 | 18,177,439 | 100 | 18,009,810 | 99.1 | 183,790 | 1   | 25.07         |
| KAPA RNA HyperPrep PolyA |            |            |     |            |      |         |     |               |

How the deposited data were processed for this re-analysis (not part of the article)

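RNA of HMC3 cells treated for 6 days with VEH, SLO ½ or SLO was measured in 9 libraries, 3 per group. The authors made polyadenylated-RNA libraries with the KAPA RNA HyperPrep kit, trimmed the reads with Trimmomatic, aligned them to GRCh38 with STAR and counted uniquely aligned reads per gene and strand with STAR, and the counts as deposited are whole numbers without normalization. The authors also deposited TPM, made from the same alignments by scaling for gene length and library size, as each column sums to the same total, but the text does not state how gene length was set. Both kinds of values list 61544 genes with versioned identifiers, and the counts add 4 summary lines without a gene: unmapped (0.883% to 0.984% of reads), matching several places (7.16% to 8.52%), outside genes (5.54% to 8.38%) and ambiguous (3.03% to 3.26%). The annotation release is not stated in the paper's text. Coordinates are those given by the authors for GRCh38. Treatment groups were read from the sample names alone. No batch, culture date or sequencing lane is named in the paper's text or the sample labels, so handling that differed between groups could not be examined.

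Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (14727 of 32299 with at least 1 count), libraries scaled by TMM (0.968 to 1.035), and a quasi-likelihood model with the 3 groups and no other term was fitted to all 9 libraries. Each comparison (SLO against VEH, SLO ½ against VEH, SLO against SLO ½) was adjusted over the tested genes by the Benjamini-Hochberg method, with a gene called at adjusted p below 0.05. Large changes were those with adjusted p below 0.001 and an absolute log2 fold change above 2, the paper's limits. CPM values are means with SD of 3 libraries, scaled by TMM. Standard errors were derived from each gene's fold change and F statistic. Principal components used log2 CPM with a prior count of 2 and the 500 most variable genes, and distances used all tested genes. Biological coefficients of variation were 4.53% (VEH), 2.90% (SLO ½), 3.63% (SLO) and 3.76% overall. Reads on genes ranged from 14834295 to 19674841 per library, genes detected from 21609 to 22285 in VEH, 23559 to 23961 in SLO ½ and 23036 to 23952 in SLO. The 10 most abundant genes took 5.15% to 6.49% of reads, and mitochondrial transcripts 1.30% to 1.61% in VEH, 2.30% to 2.86% in SLO ½ and 2.51% to 3.12% in SLO. Correlation of log2 CPM was 0.994 to 0.995 within groups and 0.967 to 0.987 between them.

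Gene lists were tested with camera of limma 3.58.1 (preset correlation 0.01) on voom values, adjusted over 81 tests, 27 lists by 3 comparisons. Of the lists, 5 hold the genes shown in Figure 2a, Figure 4a and the supporting figure for response to viruses, 2 the labels of the volcano plots, and 1 the genes named in the paper's text. The other 19 were written from general knowledge: S phase genes, G2/M genes, DNA repair genes, chromosome segregation genes, cytosolic ribosomal proteins, proteasome subunits, core autophagy genes, programmed cell death genes, SASP factors, interferon-stimulated genes, p53 target genes, cholesterol synthesis genes, integrated stress response genes, endoplasmic reticulum chaperones, microglia markers, replication-dependent histones, mitochondrially encoded genes, nuclear oxidative phosphorylation genes, and matrix and integrin genes. Lists, groupings, comparisons and the thresholds for calls were fixed before the data were examined, as were the alternatives except those named below. The limits by which a percentage, the PC1 share or the correlation between doses counts as changed were replaced after values had been seen: jackknife SDs gave way to Wilson intervals for percentages and to the SD of leave-one-out values for the others. For each list the calls adjusted over its own genes alone are given beside those over all tested genes. A list's median change is taken over its tested genes, and a gene with at most 3 counts in every VEH library counts as a lower bound.

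Genes named in the text follow a rule: those named by the paper, the volcano labels, in each comparison the 5 largest rises and 5 largest falls with adjusted p below 0.001, an average log2 CPM of at least 2 and no overlap between groups, and in each list the 3 genes with the smallest p in SLO against VEH. After values had been seen this was narrowed to the 2 volcano labels with the smallest p, and to SLO against VEH for the genes of lists. Some genes that meet the rule are not reported here. RN7SL1 and SNORD17 were named outside this rule, after their values were seen. Individual transcripts are given with CPM, log2 fold change, standard error and adjusted p where tested.

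Alternatives changed 1 choice at a time: DESeq2 1.42.0, DESeq2 size factors, library size only, no expression filter, at least 10 counts in every library, only the 2 groups compared, the replicate number as a block, limma on log2(TPM + 1) or log2(TPM + 0.1), unfiltered TPM, and each library left out. For lists they were fry, camera with estimated correlation, camera on TPM, DESeq2 size factors, the stricter count filter, the block and each library left out. DESeq2 without a filter, and principal components of unfiltered TPM, change 2 choices at once. The planned DESeq2 alternative and the planned PC1 alternative on TPM were first run in this form, and after values had been seen they were altered to keep the filter, with the unfiltered forms kept as additions. Simulated counts had the means and dispersions of the tested genes (20 draws per scenario). Gene length and GC content for matched lists came from a reference annotation, which covered 99.9% of tested genes. The methods were tested on simulated data with 200 genes changed 2-fold in SLO. Of these, edgeR recovered 198 with 9 false calls, DESeq2 198 with 4, and limma 199 with 9. For limma, counts scaled to library size without gene length stood in for TPM. The changed genes were drawn from better counted ones, with equal numbers raised and lowered. Low counts, and scaling when most genes change, were thus not tested. Each made 0 calls in the unchanged dose.

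Left out were the enrichment terms of g:Profiler, which need an ontology table, the paper's RT-qPCR, ELISA, imaging and calcium data, and raw reads, all not analysed here. TNF, IFNB1, CXCL10, CD68 and ITGAM were too low to be tested.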

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

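All tests in this part were planned before their results were seen, apart from the parts of lists, which were chosen afterwards.

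Interferon-stimulated genes were lower in SLO than in SLO ½, although the full dose changed more genes overall. The median of the 40 tested genes was −1.15 (quartiles −1.83 to −0.75), with 38 lower and 0 higher (38 and 1 over the list alone, camera, adjusted p = 1.35e-26, 1.1e-30 to 0.0592 over its alternatives). The upper end of that range is the test with an estimated correlation of 0.492, by which the list is not called. Scaling does not account for the size of the difference, which was −1.14 with DESeq2 size factors, −1.12 with library size only, and −1.30 to −1.07 as each library was left out. The part of the list outside the response to viruses fell alike (24 genes, median −1.09, 0 higher and 23 lower, camera, adjusted p = 1.12e-17), while virus-response genes outside this list had a median of 0.19 (camera, adjusted p = 0.0324 over the tests of list parts). A response that does not grow with dose is not tested by this value, which restates the pattern. It stays open, as no other value here decides it.

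In all, 138 genes were called in opposite directions in SLO ½ and SLO against VEH. The number was 64 to 149 over the alternatives, the lowest with unfiltered TPM and the highest with library size only, and 95 to 130 as each library was left out. DESeq2 gave 92. Sharing the VEH libraries makes opposite calls rarer, since errors in VEH move the fold changes of both doses the same way. A dose response with a turning point might give such genes, which was not tested here.

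Replication-dependent histone genes rose in SLO by a median of 2.07 over 26 tested of 66 (quartiles 1.51 to 2.59, 22 up and 1 down, 23 and 1 over the list alone, camera, adjusted p = 1.11e-10, 1.21e-11 to 0.0295 over its alternatives), while the S phase genes fell. In SLO ½ the median was 1.38 (22 up and 0 down, 23 over the list alone, camera, adjusted p = 2.15e-10, 4.1e-13 to 0.0299 over alternatives), and SLO exceeded SLO ½ by 0.70 (18 higher and 1 lower, 19 and 1 over the list alone, camera, adjusted p = 2.06e-10, 2.48e-11 to 0.0299 over alternatives). Examples are H2BC5 (11.9 ± 0.348 to 71.7 ± 3.41 CPM, log2 fold change 2.59, standard error 0.0669, adjusted p = 3.42e-23) and H2BC12 (33.4 ± 1.99 to 125 ± 4.55 CPM, log2 fold change 1.90, standard error 0.0508, adjusted p = 7.07e-23). Most of these transcripts lack a poly-A tail, so carry-over of such RNA into the libraries was tested with 19 other transcripts without a tail. Their median was −0.27 (1 up, 4 down), 2.34 below the histones (95% bootstrap interval 1.81 to 2.93). By the criterion written beforehand this would exclude carry-over, but none of the 19 reached an average log2 CPM of 2, and they disagree, with RN7SL1 up (log2 fold change 2.65, standard error 0.453, edgeR, adjusted p = 8.7e-06) and SNORD17 down (−1.67, standard error 0.180, edgeR, adjusted p = 3.02e-09), so the cause is left open. The paper's report gives ribosomal RNA shares of 0.7% to 0.8% in VEH, 0.9% to 1.1% in SLO ½ and 1.0% in SLO. Polyadenylated histone transcripts may also rise in cells leaving the cycle, which these counts cannot tell from carry-over. Shared sequence between histone copies further limits the counts.

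Targets of p53 rose in SLO in a line that carries SV40 large T antigen. The median of 25 tested genes was 1.36 (quartiles 0.72 to 1.74, 23 up and 1 down, also over the list alone, camera, adjusted p = 1.4e-12, 1.98e-13 to 0.00635 over its alternatives). In SLO ½ it was 0.87 (23 up and 2 down, also over the list alone, camera, adjusted p = 2.76e-12, 5.52e-13 to 0.00635 over alternatives), and SLO exceeded SLO ½ by 0.38 (19 higher and 0 lower, 20 over the list alone, camera, adjusted p = 4.2e-10, 5.89e-11 to 0.0106 over alternatives). The median stayed between 1.34 and 1.39 as each library was left out and was 1.43 with library size only. Without the genes also shown in the figures' lists it was 1.17 (20 genes, 18 up and 1 down, camera, adjusted p = 1.92e-09). Foremost were TP53I3 (22.3 ± 1.41 to 99.7 ± 2.36 CPM, log2 fold change 2.16, standard error 0.0561, adjusted p = 3.53e-23), TP53INP1 (29.8 ± 1.49 to 119.3 ± 6.35 CPM, log2 fold change 2.00, standard error 0.0536, adjusted p = 6.65e-23) and CDKN1A (94.7 ± 15.9 to 424 ± 8.11 CPM, log2 fold change 2.16, standard error 0.0641, adjusted p = 8.79e-22). Activity of p53 despite the antigen is not tested by the list's median, which restates the pattern. Other factors that induce the same genes could raise them without p53, and the counts do not tell these apart.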

How the results depend on the processing

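The alternatives were planned, except that DESeq2 and the principal components of TPM were first run without the expression filter and altered to keep it after values had been seen, so for these both forms, with and without the filter, were settled late. The limits for percentages, the PC1 share and the correlation were also set after values had been seen. A count was taken as changed when it moved by more than 1.5 times, a percentage when it left its 95% Wilson interval, the correlation between doses and the PC1 share when they left the SD of the leave-one-out values, and a test when its call or direction changed. Wilson intervals take genes as independent, so they are narrow limits for a percentage.

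Numbers of called genes stayed within 1.5 times under every alternative. Called genes shared with the default analysis were 83.4% to 99.6% in SLO, 74.0% to 99.5% in SLO ½ and 65.4% to 99.7% between the doses, with 0 changes of sign. Large changes were fewer with at least 10 counts in every library (154 in SLO, 51 in SLO ½), limma on log2(TPM + 1) (98 and 42) and the same without a filter (102 and 40).

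The share of SLO ½ calls also called in SLO was 84.389% with DESeq2, 84.431% with DESeq2 without a filter and 81.4% with unfiltered TPM, and 80.2% to 86.1% as each library was left out. The share further from VEH in SLO was 65.7% with DESeq2, 65.9% with DESeq2 without a filter, 63.257% with log2(TPM + 1), 63.437% with log2(TPM + 0.1) and 61.8% with unfiltered TPM, and 62.4% to 65.6% over libraries left out. The correlation between doses was 0.602 with edgeR without a filter, 0.728 with unfiltered TPM, 0.648 with DESeq2 without a filter, 0.850 with at least 10 counts and 0.843 with log2(TPM + 1), and 0.854 to 0.878 over libraries left out. PC1 held 66.5% with all expressed genes, 85.4% with DESeq2's variance stabilizing transformation, 25.9% with unfiltered TPM, and 78.6% to 85.1% over libraries left out.

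The replicate numbers are not stated to pair libraries, and the libraries were not treated as pairs. Libraries of the same number correlated by 0.003 to 0.087 across groups after removal of group means (mean 0.0249), and those of different numbers by −0.062 to 0.037. All 9 correlations of the same number lay above 0 and below 0.1, so a small effect shared by number is not excluded. With the number as a block, 9622 genes were called in SLO, 7749 in SLO ½ and 6162 between doses. The block also made calls of microglia markers in SLO ½ (camera, adjusted p = 0.0433) and of mitochondrially encoded genes between doses (camera, adjusted p = 0.0141).

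Camera with estimated correlation lost 26 of 63 list calls. Estimating the correlation also raised p for called lists whose estimate lay below the preset. For SASP factors in SLO the estimate was −0.023, yet the unadjusted camera p rose from 4.04e-05 to 0.0038. DNA repair genes between doses, not called, went the other way (camera, unadjusted p from 0.456 to 0.441). High correlation cannot account for the rise in p of SASP factors, so the loss of calls cannot be put down to correlation alone. For SLO, SLO ½ and the doses in turn its adjusted p was 0.0705, 0.127 and 0.101 for G2/M genes, 0.0887, 0.167 and 0.0605 for ribosomal proteins, 0.129, 0.389 and 0.0918 for proteasome subunits and 0.278, 0.0543 and 0.0592 for interferon-stimulated genes. For SLO and SLO ½ it was 0.149 and 0.0865 for S phase genes and 0.209 and 0.167 for mitochondrially encoded genes. For SLO and the doses it was 0.124 and 0.196 for microglia markers, 0.251 and 0.171 for nuclear oxidative phosphorylation genes and 0.172 and 0.0705 for the genes named in the text. In SLO ½ it was 0.196 for cholesterol synthesis genes, and between doses 0.251 for response to viruses, 0.148 for integrated stress response genes and 0.129 for matrix and integrin genes.

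The test fry, which asks about a list by itself and not against other genes, made further calls. In SLO its adjusted p was 0.000276 for core autophagy genes, 0.00758 for cholesterol synthesis genes and 0.00426 for integrated stress response genes. In SLO ½ it was 0.00104 for core autophagy genes, 0.0138 for chaperones and 0.00111 for microglia markers. Between doses it was 0.0252 for DNA repair genes, 0.000564 for programmed cell death genes, 0.000138 for SASP factors, 0.0444 for cholesterol synthesis genes and 0.00373 for the SLO ½ volcano labels. SASP factors between doses were called by camera with at least 10 counts in every library (adjusted p = 0.049). On log2(TPM + 1), camera gave 0.0272 for microglia markers in SLO ½ and 0.0705 between doses. Over libraries left out, camera gave 0.0267 to 0.0847 for microglia markers in SLO ½ and 0.000561 to 0.695 for mitochondrially encoded genes between doses. The range of the gene list test, microglia markers, SLO vs SLO ½, was 0.0248 to 0.0764 (camera, adjusted p), the highest without SLO ½ replicate 2.

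Of the genes named, IRF3 and OGG1 in either dose and CXCL8 between doses changed sign, all with changes near 0. IRF3 in SLO ½ was −0.0014116 with log2(TPM + 1), filtered or not, −0.0014213 with log2(TPM + 0.1), and −0.0022 to 0.063 over libraries left out, and in SLO it was 0.0439 with library size only and −0.109 to 0.037 over libraries left out. OGG1 in SLO ½ was 0.0392 with library size only, 0.00857 with at least 10 counts and −0.065 to 0.029 over libraries left out, and in SLO −0.022 to 0.110. CXCL8 between doses was −0.155 to 0.0085. Calls were lost for ULK1 in SLO ½ with unfiltered TPM (0.20, limma, adjusted p = 0.0527), LMNA in SLO ½ with unfiltered TPM (0.13, limma, adjusted p = 0.124) and CGAS in SLO with unfiltered DESeq2 (adjusted p = 0.0842) or without SLO replicate 1 (0.22, edgeR, adjusted p = 0.0533). ZMPSTE24 was called in SLO with library size only (0.17, edgeR, adjusted p = 0.0058) and lost its call in SLO ½ on every TPM scale (0.13, limma, adjusted p = 0.124 to 0.306). Between doses, the call of LMNA was lost in 11 alternatives, among them every SLO ½ library left out and SLO replicates 2 and 3 (adjusted p up to 0.38), that of CCL5 with unfiltered DESeq2 (adjusted p = 0.0566) and log2(TPM + 0.1) (limma, adjusted p = 0.0529). The genes named for their small p in a list from general knowledge kept their direction and call in SLO wherever they were tested, which for ANGPTL4 excludes the filter of at least 10 counts in every library.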

Differences from the paper's values

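All comparisons in this part were planned, except that for DESeq2 and the PC1 share of TPM the forms with and without a filter were settled after values had been seen.

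Genes up in SLO ½ only are about 430 in Figure 1c (read by eye), against 668 here (all rises called in SLO ½ and not called up in SLO). DESeq2 on the same genes, a form settled after values had been seen, gives 471, and limma gives 451 on log2(TPM + 1), 438 on log2(TPM + 0.1) and 495 on unfiltered TPM. DESeq2 without a filter, chosen after values had been seen, gives 431. Within edgeR the number stays higher, though by the limits set it no longer differs with DESeq2 size factors (622) or at least 10 counts in every library (638). It does with library size only (734), without a filter (715), with only the 2 groups (674) and with a replicate block (690). Leaving out libraries gives 482 to 633 for VEH and SLO ½ libraries and 741 to 826 for SLO libraries. In the default analysis the 4 counts of the text, the other 7 figure values and 38 supplementary values do not differ by the limits set. With library size only, genes up in SLO ½ (4637, paper 2961) and up in both doses (3903, paper about 2500) do. The share of PC1 differs with unfiltered TPM (25.9%, paper 84%), and that of PC2 with any SLO ½ library or SLO replicate 3 left out (7.22% to 9.00%, paper 14%). Some supplementary fold changes differ under alternatives too, mostly with limma on log2(TPM + 1), library size only or without VEH replicate 1. The supplementary gene table for which a contrast had to be settled holds 6335 genes in the copy used, where the paper's total is 6336, and its fold changes match unfiltered DESeq2 for SLO ½ against VEH (median absolute difference 2.76e-08, against 0.196 for SLO against VEH).

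The paper states that no strong molecular or structural changes were detected with SLO ½. It also reports 2961 rises and 3375 falls there and counts both regimens as effective in changing transcription. The number of called genes is thus not itself a difference. Here 7663 genes were called in SLO ½ and 184 had large changes, against 9565 and 417 in SLO. With at least 10 counts in every library the large changes in SLO ½ are 51. The statement on strong changes also covers structure, which the counts do not measure.

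Differences from the paper's RT-qPCR are these. IFITM3 is reported as raised in SLO, where it moved from 49.1 ± 8.46 to 53.4 ± 3.95 CPM here (log2 fold change 0.13, standard error 0.0756, adjusted p = 0.141, adjusted p from 0.000352 to 0.636 over alternatives), and was called with library size only (0.20, edgeR, adjusted p = 0.023) and without VEH replicate 1 (0.27, edgeR, adjusted p = 0.000352). IL-1β is reported as the only cytokine raised without stimulation, where IL6 and CXCL8 rose here as well (log2 fold changes 2.58 and 1.63, edgeR, adjusted p = 2.56e-16 and 8.59e-13), although IL6 in VEH was only 3.77 ± 0.477 CPM. By ELISA, however, the paper reports higher basal secretion of both IL-6 and IL-8 in SLO-treated cells. TNF appears among the raised genes of Figure 4a but had at most 10 counts in any library and was not tested. For the cytokines, the paper describes cells detached after treatment, reseeded and given stimuli or PBS before RNA was taken for RT-qPCR. It describes no reseeding for the sequenced cells, so by its methods the cytokines are compared between cells differing in time and handling. For IFITM3, RNA for sequencing and for RT-qPCR may come from different cultures, which cannot be tested with these libraries.

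The lists of Figures 2a and 4a are described as more affected in SLO, which holds for the medians of all 4 when the doses are compared, although their genes were picked on these libraries. Response to viruses, for which the paper gives no order of doses, and IL1B are lower in SLO than in SLO ½ (IL1B log2 fold change −1.20, standard error 0.184, adjusted p = 4.69e-06). Programmed cell death genes were raised as a list, where the paper sees no clear signature, and core autophagy genes were not called as a list. The terms that the paper counts as autophagy-related and lowered concern protein synthesis and breakdown, and the lists nearest to them, ribosomal proteins and proteasome subunits, fell here as well (medians −0.64 and −0.37). Enrichment terms hold other genes than these lists.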

Other observations

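The tests of explanations here were planned before their results were seen, and only the parts of lists were chosen afterwards.

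With 3 libraries per group there are 10 ways to split 6 libraries into groups of 3. In each of the 3 comparisons only 1 of 10 splits, the real one, gave as many called genes, which is the least that 10 splits can show and so cannot by itself exclude chance. The real splits gave 9179 genes for SLO, 7479 for SLO ½ and 6369 between doses, and the other 9 gave 0 at adjusted p below 0.05 and 45 to 102, 90 to 146 and 120 to 245 genes at unadjusted p below 0.05.

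Library size does not explain the number of genes called in SLO. With every library drawn down to 14834295 reads on genes, the median was 9333 over 5 draws.

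Among the 3028 genes called in SLO only, 78.4% had the same sign in SLO ½, against 53.4% to 54.9% in 20 simulations with an unchanged SLO ½ group and the same VEH libraries. In those draws nearly all 9624 to 9736 SLO calls were SLO only, large changes included, so this baseline may be too low. With both doses unchanged, 66.2% to 67.7% of all tested genes had the same sign. Many of the 3028 genes may thus have changed in SLO ½ below the threshold, with a median absolute log2 fold change of 0.0938 there and 0.35 in SLO. Of these genes 1884 differed between doses (edgeR). Of the 1126 called in SLO ½ only, 587 were nearer to VEH in SLO. In simulations with equal doses 87.1% to 88.3% of SLO ½ calls were shared and r was 0.957 to 0.962.

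Gene length and GC content do not explain the changes of 4 lists in SLO. Random lists matched on expression, length and GC content had a median of −0.15 (central 95% −0.26 to −0.04) for G2/M genes, −0.11 (−0.25 to 0.02) for S phase genes, −0.11 (−0.22 to −0.03) for ribosomal proteins and 0.018 (−0.16 to 0.21) for interferon-stimulated genes, and each list lay outside its interval. S phase genes came closest, with 1.86% of matched lists as far. The matched medians below 0 show that well-expressed genes of this kind fell somewhat in general. G2/M genes outside the list of Figure 2a fell by a median of −0.37 (39 genes, 3 up and 32 down, camera, adjusted p = 1.19e-08 over the tests of list parts).

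Nuclear oxidative phosphorylation genes did not rise behind the neurodegeneration terms of the supporting figure. In SLO their median was −0.17 (quartiles −0.32 to −0.029, 9 up and 38 down of 75, also over the list alone, camera, adjusted p = 0.000927, 0.000222 to 0.251 over alternatives), with ATP5F1A (278 ± 11.1 to 193 ± 3.15 CPM, log2 fold change −0.52, standard error 0.0411, adjusted p = 3.95e-12) and NDUFS4 (44.2 ± 1.59 to 27.9 ± 1.48 CPM, log2 fold change −0.66, standard error 0.0593, adjusted p = 6.56e-11) foremost. In SLO ½ it was −0.039, or 0.011 with library size only and −0.024 to −0.056 over libraries left out, with 8 up and 17 down (7 and 16 over the list alone, camera, adjusted p = 0.262, 0.0885 to 0.67 over alternatives). Between doses it fell (median −0.13, 3 up and 32 down, 3 and 34 over the list alone, camera, adjusted p = 2.7e-05, 7.51e-06 to 0.171 over alternatives). Mitochondrially encoded genes rose in both doses, in SLO by 0.80 (all 13 up, camera, adjusted p = 2.32e-07, 6.12e-10 to 0.209 over alternatives) and in SLO ½ by 0.71 (all up, camera, adjusted p = 2.99e-09, 7.41e-13 to 0.167 over alternatives). Between doses the median was 0.085, and 0.21 without SLO ½ replicate 2 (3 up and 0 down, camera, adjusted p = 0.0918, 0.000561 to 0.695 over alternatives). This gene list test, mitochondrially encoded genes, SLO vs SLO ½, gave a call without SLO ½ replicate 2 (camera, adjusted p = 0.000561) or SLO replicate 1 (camera, adjusted p = 0.00541). Foremost were MT-ND1 (892 ± 126 to 2122 ± 254 CPM, log2 fold change 1.25, standard error 0.0855, adjusted p = 1.96e-13), MT-ATP6 (588 ± 61.2 to 1221 ± 139 CPM, log2 fold change 1.05, standard error 0.0730, adjusted p = 2.6e-13) and MT-CO3 (790.0 ± 76.0 to 1452 ± 159 CPM, log2 fold change 0.88, standard error 0.0703, adjusted p = 6.13e-12).

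Of 21 microglia markers only 6 were expressed enough to be tested, and all of them rose in SLO, also over the list alone (median 0.84, camera, adjusted p = 0.00851, 1.48e-05 to 0.124 over alternatives), with TGFBR1 (133 ± 3.43 to 243 ± 12.2 CPM, log2 fold change 0.87, standard error 0.0421, adjusted p = 7.28e-17) and MERTK (13.5 ± 0.754 to 23.5 ± 2.12 CPM, log2 fold change 0.80, standard error 0.0858, adjusted p = 2.99e-09) foremost. In SLO ½ (median 0.35, 4 up and 0 down, 5 and 0 over the list alone, camera, adjusted p = 0.05, 0.00111 to 0.203 over alternatives) the list was just short of a call, and between doses (median 0.26, 2 up and 0 down, 2 and 0 over the list alone, camera, adjusted p = 0.0452, 0.000322 to 0.196 over alternatives) just past it. The gene list test, microglia markers, SLO ½ vs VEH, gave a call without VEH replicate 3 (camera, adjusted p = 0.0429) or SLO ½ replicate 2 (camera, adjusted p = 0.0267). The gene list test, microglia markers, SLO vs SLO ½, lost its call without SLO ½ replicate 2 (camera, adjusted p = 0.0764) or SLO replicate 1 (camera, adjusted p = 0.0739). CD68 had at most 4 counts and ITGAM at most 7 in any library, and neither was tested.

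In SLO the medians of the stress and sterol lists lay between −0.13 and 0.32, with single genes called in both directions. Integrated stress response genes were not called in SLO (median 0.32, 13 up and 6 down, 14 and 6 over the list alone, camera, adjusted p = 0.129, 0.00426 to 0.468 over alternatives), with ATF3 (11.8 ± 0.904 to 41.2 ± 2.98 CPM, log2 fold change 1.82, standard error 0.0825, adjusted p = 1.97e-17), SHMT2 (152 ± 1.26 to 90.5 ± 1.92 CPM, log2 fold change −0.75, standard error 0.0414, adjusted p = 1.96e-15) and SESN2 (12.9 ± 0.446 to 28.5 ± 0.653 CPM, log2 fold change 1.14, standard error 0.0748, adjusted p = 8.32e-14) foremost, nor in SLO ½ (median −0.084, 5 up and 9 down, 5 and 9 over the list alone, camera, adjusted p = 0.353, 0.0672 to 0.64 over alternatives, median −0.018 without VEH replicate 1), but SLO exceeded SLO ½ (median 0.24, 13 up and 2 down, 14 and 3 over the list alone, camera, adjusted p = 0.000637, 0.000386 to 0.148 over alternatives). Endoplasmic reticulum chaperones were not called in SLO (median 0.16, 10 up and 6 down, 11 and 6 over the list alone, camera, adjusted p = 0.421, 0.156 to 0.698 over alternatives), where PDIA6 (468 ± 2.49 to 301 ± 14.0 CPM, log2 fold change −0.64, standard error 0.0397, adjusted p = 2.78e-14) and EDEM1 (86.0 ± 2.96 to 64.9 ± 4.76 CPM, log2 fold change −0.41, standard error 0.0501, adjusted p = 3.45e-08) fell and HYOU1 (304 ± 7.95 to 394 ± 12.8 CPM, log2 fold change 0.37, standard error 0.0394, adjusted p = 1.87e-09) rose, nor in SLO ½ (median 0.18, 12 up and 4 down, 12 and 5 over the list alone, camera, adjusted p = 0.0887, 0.0138 to 0.468 over alternatives) or between doses (median 0.016, 2 up and 5 down, 2 and 5 over the list alone, camera, adjusted p = 0.421, 0.122 to 0.791 over alternatives, median −0.00054 to 0.037 over libraries left out). Cholesterol synthesis genes were not called in SLO (median −0.13, 6 up and 12 down, 6 and 12 over the list alone, camera, adjusted p = 0.237, 0.00758 to 0.578 over alternatives), although INSIG1 (159 ± 29.5 to 65.6 ± 2.91 CPM, log2 fold change −1.27, standard error 0.0760, adjusted p = 1.05e-14) and MSMO1 (96.8 ± 5.65 to 62.9 ± 2.94 CPM, log2 fold change −0.62, standard error 0.0529, adjusted p = 2.34e-11) fell. In SLO ½ they were lower (median −0.12, 0 up and 9 down, 0 and 9 over the list alone, camera, adjusted p = 0.00279, 0.000623 to 0.196 over alternatives, median −0.065 without VEH replicate 1), with no call between doses (median 0.061, 7 up and 2 down, 7 and 2 over the list alone, camera, adjusted p = 0.137, 0.0444 to 0.497 over alternatives).

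Between doses, lists given above for each dose behaved as follows. Ribosomal proteins (median −0.38, 0 up and 76 down, 0 and 76 over the list alone, camera, adjusted p = 3.9e-37, 7.56e-39 to 0.0605 over alternatives) and proteasome subunits (median −0.24, 0 up and 26 down, 0 and 26 over the list alone, camera, adjusted p = 1.08e-11, 3.2e-12 to 0.0918 over alternatives) were lower in SLO, and matrix and integrin genes higher (median 0.18, 39 up and 16 down, 39 and 18 over the list alone, camera, adjusted p = 0.000496, 0.000264 to 0.129 over alternatives). DNA repair genes (median 0.014, 12 up and 18 down, 12 and 18 over the list alone, camera, adjusted p = 0.467, 0.0252 to 0.661 over alternatives, median 0.00033 without SLO replicate 3), core autophagy genes (median 0.0097, 7 up and 5 down, 6 and 5 over the list alone, camera, adjusted p = 0.626, 0.0925 to 0.897 over alternatives, median 0.037 without SLO replicate 3) and SASP factors (median −0.14, 3 up and 10 down, 3 and 10 over the list alone, camera, adjusted p = 0.105, 0.000138 to 0.163 over alternatives, median −0.060 without SLO ½ replicate 2) were not called. The volcano labels of SLO were lowered or raised further (median 0.75, 26 up and 7 down, 27 and 8 over the list alone, camera, adjusted p = 3.28e-14, 1.9e-15 to 0.0108 over alternatives) and had moved in SLO ½ (median 1.52, 28 up and 7 down, 28 and 7 over the list alone, camera, adjusted p = 9.63e-17, 7.68e-19 to 0.00687 over alternatives), while those of SLO ½ rose in SLO (median 2.54, 16 up and 0 down, 16 and 0 over the list alone, camera, adjusted p = 3.29e-14, 8.33e-16 to 0.0109 over alternatives) without a difference between doses (median 0.0067, 6 up and 7 down, 8 and 8 over the list alone, camera, adjusted p = 0.711, 0.00373 to 0.936 over alternatives, median −0.048 to 0.031 over libraries left out). These label lists were picked on the same libraries.

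Genes the paper names in its text, many of them measured there by RT-qPCR, ELISA or imaging, were raised as a list in SLO (median 0.69, 14 up and 3 down, 14 and 3 over the list alone, camera, adjusted p = 0.00679, 0.000177 to 0.172 over alternatives) and SLO ½ (median 1.31, 17 up and 3 down, 17 and 3 over the list alone, camera, adjusted p = 2.69e-07, 7.05e-08 to 0.0344 over alternatives) and lower in SLO than SLO ½ (median −0.20, 2 up and 12 down, 2 and 12 over the list alone, camera, adjusted p = 4.71e-05, 1.94e-05 to 0.0705 over alternatives), with 22 of 27 tested. CDKN1A, given above, was lower in SLO ½ than SLO (log2 fold change 0.78, standard error 0.0594, adjusted p = 1.77e-11) and raised there too (log2 fold change 1.39, standard error 0.0643, adjusted p = 1.15e-16). LMNB1 fell in SLO (346 ± 3.40 to 171 ± 4.33 CPM, log2 fold change −1.02, standard error 0.0384, adjusted p = 3.16e-19) and less in SLO ½ (log2 fold change −0.74, standard error 0.0379, adjusted p = 9.53e-16, between doses −0.28, edgeR, adjusted p = 1.21e-06), as did HMGB1 (SLO 164 ± 6.20 to 97.3 ± 5.65 CPM, log2 fold change −0.75, standard error 0.0478, adjusted p = 3.95e-14, SLO ½ log2 fold change −0.38, standard error 0.0465, adjusted p = 6.16e-08). IL1B rose in SLO (0.816 ± 0.0852 to 1.86 ± 0.349 CPM, log2 fold change 1.19, standard error 0.262, adjusted p = 0.000243) and more in SLO ½ (4.32 ± 0.489 CPM, log2 fold change 2.39, standard error 0.218, adjusted p = 2.96e-10). IL6 rose by a similar amount in SLO ½ (log2 fold change 2.39, standard error 0.133, adjusted p = 6.74e-15, between doses 0.19, edgeR, adjusted p = 0.122, and 0.31, edgeR, adjusted p = 0.00815 without SLO replicate 1, or 0.28, edgeR, adjusted p = 0.0426 without SLO ½ replicate 2). CXCL8 rose in SLO (4.36 ± 0.442 to 13.4 ± 1.57 CPM, log2 fold change 1.63, standard error 0.119, adjusted p = 8.59e-13) and SLO ½ (log2 fold change 1.70, standard error 0.117, adjusted p = 7.71e-13). CCL5 had at most 3 counts in VEH and was at least 6.08-fold higher in SLO and at least 11.2-fold in SLO ½. TNF (at most 2 counts in VEH, 5 in SLO ½ and 10 in SLO), IFNB1 (0, 6 and 2) and CXCL10 (0, 2 and 3) were not tested.

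Along the cGAS-STING pathway, CGAS rose slightly in SLO (12.9 ± 0.123 to 15.4 ± 0.731 CPM, log2 fold change 0.26, standard error 0.0870, adjusted p = 0.0115, lost without SLO replicate 1 at 0.22, edgeR, adjusted p = 0.0533) and SLO ½ (log2 fold change 0.38, standard error 0.0849, adjusted p = 0.000411). STING1 rose in SLO (13.2 ± 0.999 to 38.6 ± 1.94 CPM, log2 fold change 1.54, standard error 0.0713, adjusted p = 3.06e-17) and SLO ½ (log2 fold change 1.34, standard error 0.0721, adjusted p = 2.99e-15), with a difference between doses (0.20, edgeR, adjusted p = 0.0099) lost without SLO replicate 3 (0.17, edgeR, adjusted p = 0.0616). IRF3 did not change in SLO (27.4 ± 1.35 to 26.7 ± 2.78 CPM, log2 fold change −0.031, standard error 0.0715, adjusted p = 0.717, or 0.0439 with library size only and 0.037 without SLO replicate 3) or SLO ½ (log2 fold change 0.043, standard error 0.0703, adjusted p = 0.635, or −0.0014 with TPM). IRF7 rose in SLO (6.38 ± 0.872 to 9.53 ± 2.21 CPM, log2 fold change 0.58, standard error 0.135, adjusted p = 0.000433) and more in SLO ½ (log2 fold change 1.29, standard error 0.123, adjusted p = 6.83e-10, between doses −0.71, edgeR, adjusted p = 1.07e-05). ISG15 (5.02 ± 0.497, 30.6 ± 2.24 and 15.6 ± 0.747 CPM in VEH, SLO ½ and SLO, log2 fold change 1.63, standard error 0.106, adjusted p = 6.57e-14 in SLO) and OAS3 (12.1 ± 3.56, 71.9 ± 6.97 and 20.7 ± 4.81 CPM, log2 fold change 0.79, standard error 0.142, adjusted p = 1.77e-05 in SLO) rose in the same manner. OAS1 and OAS2 rose in SLO by 1.95 and 2.17 (edgeR, adjusted p = 7.81e-07 and 2.37e-06), OAS2 by 3.20 and IFI27 by 3.43 in place of 2.37 without VEH replicate 1. IFITM3 rose in SLO ½ (log2 fold change 1.01, standard error 0.0707, adjusted p = 1.23e-12, between doses −0.88, edgeR, adjusted p = 3.98e-11).

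Between doses, the largest rises in SLO over SLO ½ were EFR3B (2.53 ± 0.488 to 9.89 ± 0.667 CPM, log2 fold change 1.97, standard error 0.146, adjusted p = 1.16e-11), APBA1 (2.29 ± 0.318 to 8.18 ± 0.545 CPM, log2 fold change 1.83, standard error 0.161, adjusted p = 2.9e-10), MRPL23 (2.55 ± 0.0811 to 7.98 ± 0.673 CPM, log2 fold change 1.64, standard error 0.243, adjusted p = 3e-06), SESN3 (3.18 ± 0.112 to 9.86 ± 0.236 CPM, log2 fold change 1.63, standard error 0.134, adjusted p = 7.68e-11) and DNM3 (4.71 ± 0.729 to 13.3 ± 0.531 CPM, log2 fold change 1.5, standard error 0.117, adjusted p = 2.72e-11). MRPL23 ranged from 38 to 127 counts within VEH, so it is poorly determined against that group. The largest falls were MX2 (11.8 ± 2.03 to 1.67 ± 0.730 CPM, log2 fold change −2.80, standard error 0.209, adjusted p = 1.24e-11), LINC00707 (3.40 ± 0.373 to 0.605 ± 0.193 CPM, log2 fold change −2.49, standard error 0.248, adjusted p = 3.22e-09), OAS2 (22.9 ± 3.42 to 4.05 ± 1.54 CPM, log2 fold change −2.49, standard error 0.177, adjusted p = 4.32e-12), OAS1 (24.6 ± 1.14 to 5.00 ± 2.39 CPM, log2 fold change −2.29, standard error 0.160, adjusted p = 2.97e-12) and MX1 (26.4 ± 2.78 to 5.46 ± 2.33 CPM, log2 fold change −2.26, standard error 0.154, adjusted p = 1.88e-12). LMNA was slightly lower in SLO than SLO ½ (log2 fold change −0.12, standard error 0.0440, adjusted p = 0.0272), a call lost without SLO replicate 2 (−0.085, edgeR, adjusted p = 0.155) or any SLO ½ library. The targets' other transcripts did not differ, with ULK1 at 0.13 (edgeR, adjusted p = 0.0996, but 0.18 and 0.0404 without SLO replicate 1), ZMPSTE24 at −0.076 (adjusted p = 0.253) and OGG1 at 0.045 (adjusted p = 0.707).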
